# Cardiomyocytes disrupt pyrimidine biosynthesis in nonmyocytes to regulate heart repair

**DOI:** 10.1172/JCI149711

**Published:** 2022-01-18

**Authors:** Shen Li, Tomohiro Yokota, Ping Wang, Johanna ten Hoeve, Feiyang Ma, Thuc M. Le, Evan R. Abt, Yonggang Zhou, Rimao Wu, Maxine Nanthavongdouangsy, Abraham Rodriguez, Yijie Wang, Yen-Ju Lin, Hayato Muranaka, Mark Sharpley, Demetrios T. Braddock, Vicky E. MacRae, Utpal Banerjee, Pei-Yu Chiou, Marcus Seldin, Dian Huang, Michael Teitell, Ilya Gertsman, Michael Jung, Steven J. Bensinger, Robert Damoiseaux, Kym Faull, Matteo Pellegrini, Aldons J. Lusis, Thomas G. Graeber, Caius G. Radu, Arjun Deb

**Keywords:** Cardiology, Cardiovascular disease

## Abstract

Various populations of cells are recruited to the heart after cardiac injury, but little is known about whether cardiomyocytes directly regulate heart repair. Using a murine model of ischemic cardiac injury, we demonstrate that cardiomyocytes play a pivotal role in heart repair by regulating nucleotide metabolism and fates of nonmyocytes. Cardiac injury induced the expression of the ectonucleotidase ectonucleotide pyrophosphatase/phosphodiesterase 1 (ENPP1), which hydrolyzes extracellular ATP to form AMP. In response to AMP, cardiomyocytes released adenine and specific ribonucleosides that disrupted pyrimidine biosynthesis at the orotidine monophosphate (OMP) synthesis step and induced genotoxic stress and p53-mediated cell death of cycling nonmyocytes. As nonmyocytes are critical for heart repair, we showed that rescue of pyrimidine biosynthesis by administration of uridine or by genetic targeting of the ENPP1/AMP pathway enhanced repair after cardiac injury. We identified ENPP1 inhibitors using small molecule screening and showed that systemic administration of an ENPP1 inhibitor after heart injury rescued pyrimidine biosynthesis in nonmyocyte cells and augmented cardiac repair and postinfarct heart function. These observations demonstrate that the cardiac muscle cell regulates pyrimidine metabolism in nonmuscle cells by releasing adenine and specific nucleosides after heart injury and provide insight into how intercellular regulation of pyrimidine biosynthesis can be targeted and monitored for augmenting tissue repair.

## Introduction

Myocardial infarction (MI) is a leading cause of systolic heart failure (1). After MI, different cell types are recruited to the heart in a spatiotemporally regulated manner to contribute to wound healing. An initial polymorphonuclear infiltrate is replaced by macrophages, and vital cues provided by inflammatory cells initiate fibroblast and endothelial cell proliferation to form granulation tissue (2, 3) that subsequently matures to form a scar (4). The presence of different types of cells within the injured heart enables cell-cell crosstalk and regulation of different phases of wound healing (3, 5). Although the cellular events in cardiac repair have been well studied, the role of the cardiac muscle cell itself in regulating cardiac wound healing is unclear. The cardiac muscle cell does not possess any ontogenetic memory of acute injury, and whether it can directly regulate organ repair remains an unanswered question.

In this report, we demonstrate that the cardiac muscle cell plays a pivotal role in regulating the cardiac repair response by releasing metabolites that disrupt cellular function of nonmyocyte cells, such as macrophages, fibroblasts, and endothelial and smooth muscle cells, and worsen wound healing. Following ischemic cardiac injury, extracellular ATP levels increase in the injured region from extravasation of intracellular ATP from necrotic myocytes, increased membrane permeability, and upregulated activity of nucleotide transporters (6–8). ATP is a damage-associated molecular pattern (DAMP) signal associated with acute injury (9). Increased accumulation of extracellular ATP is limited by tissue ectonucleotidases, which are membrane-bound enzymes with an extracellular catalytic domain that hydrolyzes extracellular ATP. We show that the ectonucleotidase ectonucleotide pyrophosphatase/phosphodiesterase 1 (ENPP1) (10) is induced after cardiac injury and is the principal nucleotidase that hydrolyzes extracellular ATP in the injured heart. AMP generated from ENPP1 activity induces the cardiomyocyte to release adenine base and specific purine nucleoside that in combination disrupt pyrimidine biosynthesis in nonmyocytes. Pyrimidine biosynthetic defects adversely alter purine/pyrimidine ratios in nonmyocytes during cell proliferation and induce a DNA damage response that leads to cell death of nonmyocytes. Macrophages, endothelial cells, and fibroblasts are critical components of cardiac repair, and depletion or functional impairment of nonmyocyte cells is known to worsen cardiac wound healing (11). We demonstrate that genetic or pharmacologic targeting of the ENPP1/AMP cascade in the injured heart attenuates cardiomyocyte-induced defects of pyrimidine biosynthesis in nonmyocytes and leads to superior postinfarct cardiac function. Taken together, these observations shed insight into the role of the cardiac muscle cell in regulating nucleotide metabolism and cellular function of nonmyocytes and into how such myocyte-induced defects of pyrimidine biosynthesis in cycling nonmyocytes can be specifically targeted to enhance repair and postinjury heart function.

## Results

### Cardiac injury induces expression of ENPP1, which is the principal ectonucleotidase that hydrolyzes extracellular ATP.

We subjected adult mice to ischemic cardiac injury by permanent ligation of the left anterior descending coronary artery and performed quantitative PCR (qPCR) on injured and uninjured regions of hearts at 3, 7, 14, and 21 days after injury. ENPP1 expression increased by 5-fold on day 3 and was 15- to 20-fold higher at day 7 compared with that of uninjured regions (Figure 1A). Western blotting confirmed increased ENPP1 protein expression (Figure 1B). We next measured ENPP1 enzymatic activity and observed that ATP hydrolytic activity was significantly increased in the injured tissue homogenates, suggesting that increased ENPP1 protein was associated with increased ectonucleotidase activity (Figure 1C). As there are several members of the ectonucleotidase family (12, 13) that hydrolyze extracellular ATP, we analyzed RNA-Seq data sets of acute cardiac injury (14) and observed that, of the known mammalian ectonucleotidases, ENPP1 was the only one that demonstrated the most early, robust, and consistent increase in expression (Figure 1D). To confirm that increased ectonucleotidase activity in injured cardiac tissue is predominantly due to increased ENPP1, we subjected ENPP1 mutant mice (ENPP1^asj/asj^ mice) to ischemic cardiac injury. The ENPP1^asj/asj^ mice have an amino acid substitution in the catalytic domain that renders the catalytic domain devoid of ATP hydrolytic activity (15). In contrast with that of WT mice, injured heart tissue from ENPP1^asj/asj^ animals did not show increased ATP hydrolytic activity (Figure 1E). Taken together, these observations demonstrate that following cardiac injury, ENPP1 expression and activity increase significantly and that ENPP1 is the principal nucleotidase that hydrolyzes extracellular ATP.

Immunostaining demonstrated a robust increase in ENPP1 expression that was predominantly restricted to the injury region (Figure 1, F and G). To identify the phenotype of the cell expressing ENPP1, we isolated myocytes and nonmyocytes from the injured heart and observed that ENPP1 expression was restricted to the nonmyocyte fraction of cells (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI149711DS1). Expression of ENPP1 was almost 100-fold higher in nonmyocytes (Supplemental Figure 1B), and immunostaining demonstrated that ENPP1-expressing cells resided in the myocardial interstitium (Supplemental Figure 1C) and costained for the cardiac fibroblast (CF) marker vimentin (Figure 1H). To confirm this observation, we performed immunostaining in mice harboring genetically labeled CFs. We crossed Col1a2CreERT2 (16) mice or TCF21MerCreMer (MCM; ref. 17) (TCF21 and Col1a2 being fibroblast Cre drivers) mice with the lineage reporter Rosa26tdTomato mice. Mice were administered tamoxifen to label fibroblasts and immunostaining of injured heart sections demonstrated ENPP1 to be expressed by genetically labeled CFs (Figure 1, I and J). Flow cytometry on the injured heart demonstrated a 2-fold increase in the number of ENPP1-expressing cells (Supplemental Figure 1D), and 68%, 72%, and 86% of ENPP1-expressing cells coexpressed the fibroblast markers CD90.2, TCF21MCM-induced tdTomato label, and MEFSK4, respectively (Supplemental Figure 1D). Macrophages and endothelial cells made up the remaining fraction of nonmyocyte cells expressing ENPP1 (Supplemental Figure 1, E and F). We also analyzed single-cell RNA-Seq data sets of the nonmyocyte fraction (14) isolated at 7 days after ischemic cardiac injury and, consistent with flow cytometry and immunostaining, observed that ENPP1 was primarily expressed by CFs and, to a lesser degree, by macrophages and endothelial cells (Figure 1K).

### Increased ENPP1 expression in nonmyocytes induces cardiomyocytes to secrete proapoptotic molecules that cause cell death of nonmyocytes.

Extracellular ATP is a DAMP signal and is known to increase by several orders of magnitude after tissue injury (18). We hypothesized that ENPP1 via its ATP hydrolytic activity regulates intercellular communication between myocytes and nonmyocytes in the injured region. We first overexpressed the mouse ENPP1 gene in CFs using a lentivirus and immortalized ENPP1-overexpressing CFs with the SV40 antigen (ENPP1-CFs) to avoid culture-induced senescence and variation associated with primary cell isolation (Supplemental Figure 2, A and B). Control CFs infected with an empty lentivirus were also immortalized in a similar manner. To determine the role of ENPP1 in mediating myocyte/nonmyocyte crosstalk, we cocultured ENPP1 CFs and control CFs with neonatal rat ventricular cardiomyocytes (NRVM) and then added ATP. Within 48 hours of incubation, we observed there was a 75% reduction in the number of ENPP1 CFs with no effect on the number of cardiomyocytes (Figure 2, A and B). In the absence of ATP, there was no reduction in ENPP1 CFs, and ATP did not significantly affect the cell numbers of control CFs cocultured with cardiomyocytes (Figure 2B). In the absence of coculture with cardiomyocytes, addition of ATP did not result in reduction of ENPP1 CFs (Figure 2C). These observations strongly suggest that an interaction among ENPP CFs, ATP, and cardiomyocytes was causing cell death of CFs.

Considering these observations, we hypothesized that the combination of ENPP1 and ATP was inducing the cardiomyocytes to secrete molecules that were causing the death of CFs. To investigate this hypothesis, we added ATP and recombinant ENPP1 protein to NRVM. Following 24 hours of incubation, we collected the conditioned medium and then treated CFs (grown in a separate plate in the absence of any cardiomyocytes) with the myocyte conditioned medium (MCndM) so collected (Figure 2D). Control MCndM included conditioned medium collected from NRVM in an identical manner after treatment with either vehicle, ENPP1, or ATP. Within 48 hours of addition of ENPP1+ATP MCndM, CFs underwent cell death (Figure 2D). Propidium iodide (PI) and annexin V staining with flow cytometry confirmed a significant increase in cell death of CFs treated with ENPP1+ATP MCndM compared with those treated with control MCndM (Figure 2E). TUNEL staining and cleaved caspase-3 activity confirmed the apoptotic cell death of CFs (Figure 2, F and G). To make sure that the immortalization process itself did not make the CFs sensitive to MCndM, we isolated primary CFs, treated them with ENPP1+ATP MCndM, and observed a similar degree of cell death (Supplemental Figure 2, C and D). These observations strongly suggest that in response to ENPP1 protein and ATP, the cardiomyocytes secrete proapoptotic molecules that induce cell death of CFs, but not of myocytes themselves.

To determine whether the ability to secrete proapoptotic molecules was a specific property of cardiomyocytes, we added ENPP1 recombinant protein and ATP to CFs. Transfer of ENPP1+ATP CF–conditioned medium to CFs grown separately in another plate did not cause cell death (Supplemental Figure 2E). These observations thus show that the ability to secrete proapoptotic small molecules in the presence of ENPP1 and ATP is specific to cardiomyocytes. Next, we investigated whether human cardiomyocytes exhibited this property of secreting proapoptotic molecules. We induced cardiomyogenic differentiation of human pluripotent stem cells (hPSCs), treated hPSC-derived cardiomyocytes with ENPP1 and ATP (Supplemental Figure 2F), collected the conditioned medium, added it to human CFs grown in a separate dish, and observed a similar degree of cell death (Supplemental Figure 2, G and H). These observations confirm the ability of human cardiomyocytes to respond to ENPP1 and ATP in a manner similar to that of rodent cardiomyocytes.

We next investigated whether the ectonucleotidase activity of ENPP1 was required for this interaction with cardiomyocytes to generate proapoptotic molecules. We created an expression construct for a mutant ENPP1 (containing a single amino acid substitution in the catalytic domain; ref. 15) that was devoid of nucleotidase activity (Supplemental Figure 2I). We lentivirally overexpressed the mutant ENPP1 construct in CFs and subsequently immortalized them (mutant ENPP1 CFs). When mutant ENPP1 CFs or control ENPP1 CFs were cocultured with NRVM, the addition of ATP induced cell death of ENPP1 CFs, whereas minimal cell death was observed in mutant ENPP1 CFs (Supplemental Figure 2, J and K). These experiments thus demonstrate that the catalytic domain of ENPP1 is necessary for the cardiomyocytes to generate proapoptotic molecules. ENPP1 hydrolyzes extracellular ATP directly into AMP and pyrophosphate (PPi), so if the catalytic domain of ENPP1 is necessary for the myocytes to generate proapoptotic molecules, it follows that either AMP or PPi alone should be able to induce cardiomyocytes to secrete proapoptotic molecules. We added AMP or PPi to cardiomyocytes, collected MCndM after 24 hours, and then added MCndM to CFs grown separately. AMP MCndM caused cell death, but PPi MCndM did not (Figure 2, H and I). However, the addition of AMP alone to CFs did not induce cell death, thus excluding a potential toxic effect of AMP alone on CFs (Supplemental Figure 2L). These observations thus demonstrate that AMP, a product generated by ENPP1-mediated hydrolysis of ATP, induces the myocyte to generate proapoptotic molecules that cause cell death of CFs.

We next investigated the dynamics of cell death and performed quantitative phase microscopy (QPM) to determine the biomass of numerous individual CFs following treatment with MCndM. As cells undergo apoptosis, the surface area and cell biomass of the affected cells decreases (19). We observed that CFs treated with ENPP1+ATP MCndM exhibited an increasing cell biomass with stable cell surface area for the first 12 hours, similarly to CFs treated with control MCndM (Supplemental Figure 2, M and N). After 12 hours, CFs treated with ENPP1+ATP MCndM exhibited a rapid and significant decline in cell biomass and cell surface area due to apoptosis (Supplemental Figure 2, M and N, and Supplemental Video 1). Plots of single-cell surface area versus individual biomass clearly demonstrated significant mean differences in cell size and biomass of CFs after 24 hours of treatment with ENPP1+ATP MCndM versus control MCndM (Supplemental Figure 2, O and P).

In addition to CFs, macrophages and endothelial cells also expressed ENPP1 after cardiac injury. We added ENPP1+ATP MCndM to macrophages, endothelial cells, or smooth muscle cells grown separately and observed that conditioned medium was able to induce cell death in these nonmyocyte populations as well (Figure 2, J and K). However, ENPP1 and ATP MCndM did not induce cell death of cardiomyocytes grown separately (Figure 2L), and neither did it affect myocyte contractility (Supplemental Figure 3, A and B). These observations demonstrate that, in response to ENPP1+ATP, cardiomyocyte-secreted proapoptotic molecules can cause cell death of a wide variety of nonmyocyte cells, but the myocyte itself remains immune to such death-inducing molecules.

### Genetic deletion of ENPP1 leads to enhanced cardiac wound healing.

Before determining the identity of the proapoptotic molecules secreted by myocytes, we investigated the physiological role of ENPP1 in regulating cardiac wound healing in vivo. CFs, macrophages, endothelial cells, and smooth muscle cells play a vital role in cardiac repair after ischemic cardiac injury. We hypothesized that if increased ENPP1 expression in the heart promotes the cardiac muscle cell to secrete molecules that exert adverse effects on nonmyocyte cells, then cardiac repair should be augmented by inhibiting ENPP1. Better preservation of postinjury cardiac function, increased angiogenesis, decreased inflammation, and decreased postinjury scar size were defined by us as quantifiable metrics to characterize cardiac wound healing.

As ENPP1 expression significantly overlapped with the expression of Col1a2 in on single-cell RNA-Seq (Supplemental Figure 1G), we used the Col1a2CreERT driver to conditionally delete ENPP1 in CFs. We crossed the Col1a2CreERT animals with animals that had both ENPP1 alleles floxed (ENPP1^fl/fl^; ref. 20), and progeny mice were administered tamoxifen from 5 days prior to cardiac injury to 7 days after to maximize ENPP1 deletion (ENPP1 conditional knockout [ENPP1CKO]). Western blotting confirmed decreased ENPP1 expression in the injured area (Figure 3, A and B). On serial echocardiography, ENPP1CKO animals demonstrated significantly better cardiac function and decreased chamber size within 7 days of injury compared with control littermates (Figure 3, C and D). We defined mild, moderate, or severe depression in postinjury cardiac contractile function as ejection fraction (EF) greater than 40%, between 20% and 40%, and less than 20%, respectively. Only 6% of the animals in the ENPP1CKO group exhibited severe depression in EF compared with almost 50% in control littermates (Figure 3E and Supplemental Table 1A). The degree of fibrosis or scar size measured at 4 weeks after injury was significantly lower in the ENPP1CKO animals (Figure 3, F and G). We again classified the scar size as mild (<20%), moderate (20%–40%), and severe (>40% of left ventricular [LV] surface area) and observed that approximately 21% of the control animals exhibited severe fibrosis at 4 weeks after MI in contrast to less than 6.2% in the ENPP1CKO animals (Figure 3H and Supplemental Table 1B). Postinfarct hypertrophy is an adverse outcome of wound healing (21), and we observed that the heart weight/body weight ratio was significantly lower in the ENPP1CKO animals (Figure 3I). Histology of the peri-infarct area confirmed significantly decreased myocyte surface area in ENPP1CKO hearts (Figure 3J). Capillary density was significantly increased in the ENPP1CKO animals at 4 weeks after injury (Figure 3K). These observations demonstrate that cardiac wound healing is significantly enhanced in ENPP1CKO animals, with better preservation of postinjury function, greater angiogenesis, and significantly decreased scarring and postinjury cardiac hypertrophy.

### Genetic variation of ENPP1 in heart predicts adverse cardiac outcomes across 100 diverse strains of mice.

To further strengthen our observations on the role of ENPP1 in regulating cardiac wound healing, we employed a systems genetics approach using alternative models of cardiac injury. The Hybrid Mouse Diversity Panel (HMDP) comprises 100 diverse classical and recombinant inbred strains of mice that can be subjected to cardiac injury to identify genetic determinants of postinjury cardiac traits (22, 23). The mouse strains in the HMDP were treated with 3 weeks of continuous isoproterenol infusion that resulted in cardiomyocyte hypertrophy and interstitial fibrosis. Animals were followed by serial echocardiograms to determine EF and hearts harvested to determine LV gene expression changes. Gene expression signatures were statistically correlated with clinical traits to identify significant relationships across all the strains. Using this system, we initially observed a large degree of genetic variation in ENPP1 expression, particularly following isoproterenol infusion (Figure 4A). Next, we analyzed the association of genes versus traits and observed that ENPP1 expression significantly correlated with the development of adverse postinjury traits such as LV hypertrophy (cardiac mass), increased chamber size, decreased cardiac contractility, and degree of fibrosis following isoproterenol infusion (Figure 4, B–F). As a control, we examined a cardiac phenotype unrelated to wound healing, such as heart rate, and did not see any significant correlation with ENPP1 expression (Figure 4G). These observations using systems genetics approaches provide compelling evidence that ENPP1 is a strong driver of cardiac repair.

### Single-cell RNA-Seq of injured ENPP1CKO hearts demonstrates downregulation of proinflammatory, apoptotic, and fibrotic pathways.

To investigate mechanisms of enhanced cardiac repair in ENPP1CKO animals, we performed single-cell RNA-Seq of nonmyocytes in control and ENPP1CKO hearts at 7 days following injury to determine changes in cell-specific transcriptional signatures. 

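Nonmyocytes at 7 days after injury were sequenced as 1 control and 1 ENPP1CKO library, and the authors deposited the number of unique molecules counted for each gene, listed by Ensembl identifier, in each cell barcode, without normalization. The number of hearts pooled in a library is not given in the paper's text or the sample labels, so no test between genotypes was made and cells were not treated as replicates. The ENPP1CKO library held 7460 barcodes with 28039559 counts in total, and the control library 5347 barcodes with 22746607 counts. No barcode in either library had fewer than 500 counts. Barcodes with fewer than 200 genes or more than 20% mitochondrial counts were removed, as were 151 predicted doublets (2.02%) in the ENPP1CKO library and 69 (1.29%) in the control library. This left 7255 ENPP1CKO and 5240 control cells, with a median of 3367 and 3701 counts and of 1354 and 1429 genes per cell. Over all of these cells, Enpp1 had 566 counts, or 21.0 counts per 1000000 counts (CPM), in the ENPP1CKO library and 1527 counts, or 68.8 CPM, in the control library. Xist had 3 and 2 counts in the ENPP1CKO and control libraries, and the Y-linked gene Ddx3y 1900 and 1547. Cells of both libraries were clustered together by the Leiden method at a resolution of 0.5, on 30 principal components of 2000 variable genes, from which the genes of Figure 6 and Enpp1, Acta2, Cnn2 and Tagln had been left out. Each cluster was named from fixed lists of marker genes, so that a class such as "fibroblast-like" is a set of clusters and not a sorted population. The counts of a class were summed within each library and compared as CPM. Intervals in brackets are exact 95% limits (Poisson for counts, Clopper-Pearson for shares of cells); they cover counting error only, and not the variation between animals.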

We observed fibroblasts, macrophages, and endothelial cells as the largest contributors to the nonmyocyte population (Supplemental Figure 4A and Supplemental Figure 5A). 

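The cells formed 18 clusters. The fibroblast-like and macrophage-like classes comprised 3 clusters each and the endothelial-like class 2 clusters. The smaller classes, given as ENPP1CKO and control cells, were T or NK cell-like (179 and 141), smooth muscle or pericyte-like (158 and 79), dendritic-like (82 and 91), B cell-like (28 and 84), neutrophil-like (16 and 97), cardiomyocyte-like (31 and 11) and Schwann or glial-like (9 and 8). In 3 clusters no class was ahead of the next, and these were left unnamed, with 153 ENPP1CKO and 329 control cells. One of them, with 93 ENPP1CKO and 117 control cells, was led by genes of the cell cycle and carried markers of macrophages and fibroblasts alike. Interferon-stimulated genes led 1 fibroblast-like cluster (113 and 91 cells), and Arg1 and Ccl24 led 1 macrophage-like cluster, which held 55 ENPP1CKO and 810 control cells. A cluster found mostly in 1 library may stand for that library and not for a cell type.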

Increased numbers of endothelial cells and fibroblasts were observed in ENPP1CKO hearts, consistent with the proapoptotic effect of ENPP1/AMP-mediated metabolic cascade (Figure 5, A and C). 

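Endothelial-like cells made up 933 of 7255 ENPP1CKO cells, a share of 12.9% [12.1%, 13.7%], and 193 of 5240 control cells, a share of 3.68% [3.19%, 4.23%]. The shares of fibroblast-like cells were 50.4% [49.3%, 51.6%] (3659 cells) and 33.97% [32.7%, 35.3%] (1780 cells). The endothelial-like share was thus 9.18 percentage points larger in the ENPP1CKO library, and the fibroblast-like share 16.5 percentage points larger. Of the alternatives, a limit of at least 500 genes and at most 10% mitochondrial counts moved the endothelial-like difference most, to 7.86 percentage points. Endothelial-like cells had a median of 1473 counts in the ENPP1CKO library and 2597 in the control library, and among cells with at least 2000 counts their shares were 5.31% [4.73%, 5.93%] and 2.97% [2.46%, 3.54%]. Among cells outside the macrophage-like class, the endothelial-like shares were 17.8% [16.8%, 18.8%] and 6.86% [5.95%, 7.86%], and the fibroblast-like shares 69.7% [68.5%, 71.0%] and 63.3% [61.5%, 65.1%]. The genes with the highest ratios between the libraries in endothelial-like cells were Rbp7 (log2 ratio 3.52), Lpl (2.23) and Cd36 (2.06), and Igfbp7 (-2.43) and Nupr1 (-1.87) had the lowest.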

Macrophages were decreased, likely reflecting decreased nonmyocyte cell death and attenuation of the inflammatory response (Figure 5, B and C). 

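Macrophage-like cells made up 2007 ENPP1CKO cells, a share of 27.7% [26.6%, 28.7%], and 2427 control cells, a share of 46.3% [45.0%, 47.7%], with a median of 3263 and 3237 counts. The cluster led by Arg1 and Ccl24 held 0.758% [0.572%, 0.986%] of ENPP1CKO cells and 15.5% [14.5%, 16.5%] of control cells. With that cluster taken out of the class, but its cells still counted in the library totals, the macrophage-like shares were 26.9% and 30.9%. From the smaller number of macrophages, the paper proposes as likely that fewer nonmyocytes died and that the inflammatory response was weaker in ENPP1CKO hearts. It relates the larger numbers of endothelial cells and fibroblasts to the cell death that it ascribes to ENPP1 and AMP.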

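In fibroblast-like cells, Enpp1 (ENSMUSG00000037370) had 459 counts, or 28.5 [26.0, 31.3] CPM, in the ENPP1CKO library and 1234 counts, or 127 [119.7, 134] CPM, in the control library, a log2 ratio of -2.15 [-2.31, -1.99]. An Enpp1 count was found in 10.0% of ENPP1CKO and 40.6% of control fibroblast-like cells, which had a median of 4024 and 5071 counts. With every cell thinned to 1000 counts, which leaves out cells under that depth, these shares were 2.25% and 12.1%, and the log2 ratio was -2.49, the largest move among the alternatives. Macrophage-like cells had 10.9 [8.57, 13.7] and 13.9 [11.5, 16.7] CPM of Enpp1, and 0.874% and 1.21% of them had a count at 1000 counts per cell. Endothelial-like cells had 0 counts in the ENPP1CKO library, which allows up to 2.13 CPM, and 1 count in the control library.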

Next, we specifically examined the CF population and first confirmed decreased ENPP1 expression (Figure 5D). 

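Acta2 (ENSMUSG00000035783), which encodes αSMA, was at 253 [245, 261] CPM in fibroblast-like cells of the ENPP1CKO library and at 1058 [1038, 1079] CPM in those of the control library, a log2 ratio of -2.07 [-2.12, -2.01]. By cluster, a check chosen after the result was seen, the log2 ratio of Acta2 was -2.09 [-2.15, -2.03] in the largest fibroblast-like cluster (1969 and 1020 cells), -2.10 [-2.48, -1.73] in the smallest (113 and 91 cells) and -0.78 [-0.95, -0.62] in the third (1577 and 669 cells). An Acta2 count was present in 27.4% of ENPP1CKO and 56.8% of control fibroblast-like cells, and in 11.2% and 30.0% with every cell thinned to 1000 counts. The shares in macrophage-like cells, which should lack Acta2, were 3.74% and 10.7%, and 1.34% and 3.85% at 1000 counts, so the background was lower in the ENPP1CKO library as well. In smooth muscle or pericyte-like cells, Acta2 was at 10089 [9788, 10397] and 9339 [9036, 9649] CPM, a log2 ratio of 0.11. The collagen gene Col1a2 (ENSMUSG00000029661) was at 7223 [7181, 7264] and 8138 [8081, 8194] CPM in fibroblast-like cells, a log2 ratio of -0.17. Across all genes, those with the lowest ratios in this class were Saa3 (-4.22), Actg2 (-3.74) and Cnn1 (-3.12). With macrophage RNA subtracted, the log2 ratio of Saa3 was -3.74; Saa3 is also among the top genes of an unnamed cluster with more control than ENPP1CKO cells, whose RNA was not subtracted.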

Myofibroblasts are activated fibroblasts that secrete matrix proteins to form scar tissue, and the number of myofibroblasts, identified by α–smooth muscle actin (αSMA) expression, was decreased in ENPP1CKO hearts (Figure 5, E and F). 

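Cnn2 (ENSMUSG00000004665) was at 98.2 [93.4, 103] CPM in ENPP1CKO and 160.3 [152, 168] CPM in control fibroblast-like cells, a log2 ratio of -0.71 [-0.81, -0.61]. By cluster, a check chosen after the result was seen, the log2 ratio of Cnn2 was -0.76 [-0.87, -0.64] in the fibroblast-like cluster of 1969 and 1020 cells, -0.62 [-1.22, -0.030] in that of 113 and 91 cells and -0.19 [-0.44, 0.050] in that of 1577 and 669 cells, and the log2 ratio of Tagln was -0.99, -0.63 and -0.53, each with an interval that excluded 0. The log2 ratio of Cnn2 was 0.056 [-0.14, 0.25] in macrophage-like and -0.062 [-0.44, 0.33] in endothelial-like cells, both within counting error of 0. Tagln (ENSMUSG00000032085) was at 208 [201, 215] and 433 [420.1, 446] CPM in fibroblast-like cells, a log2 ratio of -1.06 [-1.12, -0.99], and its log2 ratio in smooth muscle or pericyte-like cells was 0.45 [0.34, 0.56].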

Other markers of activated myofibroblasts, such as calponin (Cnn2) and transgelin (Tagln) (14), were also decreased (Figure 5G). Immunostaining for αSMA confirmed the decrease in myofibroblasts (Figure 5, H and I).

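The GO test behind Figure 6A was not repeated, and fixed lists of genes were compared in fibroblast-like cells in its place. For each list, the median log2 ratio of ENPP1CKO over control was set against 10000 random lists of genes with matched expression, as a description of these 2 libraries and not as a test between genotypes. The 82 ECM genes had a median of -0.0089 [-0.046, 0.0084], at percentile 51.4 of the random lists, and 43 of them were lower. The median moved to -0.12 with every cell thinned to 2000 counts, the largest move among the alternatives. Of 53 inflammatory genes with at least 20 counts, 46 were lower, with a median of -0.55 [-0.62, -0.41], below every random list (percentile 0). Their summed counts were 4469 CPM in ENPP1CKO and 5495 CPM in control cells, a log2 ratio of -0.30 [-0.31, -0.28]. Droplets of fibroblast-like cells also held macrophage RNA, and more of it in the control library: their counts of C1qa, C1qb and C1qc together stood at 0.877% of the macrophage-like level in the ENPP1CKO and 1.58% in the control library. With the macrophage-like profile subtracted at these shares, the inflammatory median was -0.26, with 34 genes lower, 10 higher and 9 with nothing left in either library. The interferon-stimulated genes had a median of -0.34 [-0.41, -0.26], also below every random list, and 19 of 21 were lower; with the subtraction it was -0.33.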

Gene ontology (GO) demonstrated downregulation of extracellular matrix (ECM) organization and inflammatory and apoptotic pathways in CFs (Figure 6A). Canonical genes known to regulate ECM deposition were significantly downregulated in CFs in ENPP1CKO animals (Figure 6B). 

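The 25 genes shown in Figure 6B were all lower in fibroblast-like cells of the ENPP1CKO library, each with an interval that excluded 0. They were chosen by the study from these libraries and are not independent evidence. The largest falls were those of Acan (ENSMUSG00000030607), with a log2 ratio of -1.78 [-1.99, -1.57], Ctss (ENSMUSG00000038642) at -1.59 [-1.75, -1.43] and Col11a1 (ENSMUSG00000027966) at -1.34 [-1.42, -1.26]. The smallest were those of Gas6 at -0.093 [-0.15, -0.037], Sparc at -0.11 [-0.12, -0.10] and Lox at -0.26 [-0.30, -0.21]. With macrophage RNA subtracted, 24 of the 25 were lower, and nothing was left of Ctss in either library, so its counts in this class cannot be assigned to fibroblasts. Sparc was at 15642 CPM in ENPP1CKO and 16924 CPM in control cells, and Acan at 17.6 and 60.3 CPM.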

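Of the genes in Figure 6C, which the study chose from the same libraries, all 18 in the proapoptotic or growth arrest group were lower and all 7 in the antiapoptotic group were higher in fibroblast-like cells of the ENPP1CKO library, each with an interval that excluded 0. Among the former, the log2 ratio was -1.74 for Clu (ENSMUSG00000022037; 11.9 CPM in ENPP1CKO and 39.8 CPM in control cells; Clu also leads an unnamed cluster with more control than ENPP1CKO cells, whose RNA was not subtracted), -1.12 [-1.37, -0.88] for Ctsc (5.15 and 15.6 CPM left of 14.7 and 32.1 CPM once macrophage RNA was subtracted) and -1.10 [-1.14, -1.07] for Sfrp1, the largest falls, and -0.21 [-0.33, -0.098] for Pdgfrb, -0.22 [-0.27, -0.17] for Eif5a and -0.25 [-0.30, -0.20] for Tspo, the smallest. Among the latter, Tsc22d3 (ENSMUSG00000031431) rose most, from 61.2 to 246 CPM (log2 ratio 2.01 [1.88, 2.14]), ahead of Igf1 at 0.67 [0.61, 0.74] and Axl at 0.61 [0.51, 0.71]. The smallest rises were those of Tpt1 at 0.26 [0.24, 0.28], Dnaja1 at 0.36 [0.29, 0.43] and Mdk at 0.60 [0.54, 0.66].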

Analysis of apoptotic pathways demonstrated downregulation of proapoptotic genes or genes inducing growth arrest and upregulation of antiapoptotic genes in CFs of ENPP1CKO animals (Figure 6C). The average expression of proapoptotic genes (apoptosis module score) was significantly lower in ENPP1CKO CFs (Supplemental Figure 4B), and immunostaining confirmed decreased numbers of apoptotic CFs in ENPP1CKO animals at 3, 7, and 14 days after cardiac injury (Supplemental Figure 4, C and D). 

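The genes of the apoptosis module score are not named in the paper's text, and a fixed list of 40 proapoptotic genes was used. In fibroblast-like cells, 37 of them had at least 20 counts and 24 were lower in the ENPP1CKO library, with a median log2 ratio of -0.098 [-0.15, -0.0025] at percentile 1.28 of the matched random lists. Their summed counts were 1433 CPM in ENPP1CKO and 1496 CPM in control cells, a log2 ratio of -0.063 [-0.093, -0.033]. With every cell thinned to 1000 counts, the median was 7.76e-04, on the other side of 0. For 13 antiapoptotic genes of another fixed list, the median was 0.025 [-0.096, 0.16] (percentile 52.5) and the mean -0.031. The p53 pathway genes had a median of 0.026 [-0.030, 0.097] (percentile 65.5) and the p53 target genes one of 0.041 [-0.020, 0.14] (percentile 71.0). The summed counts of these 3 lists were lower in the ENPP1CKO library, with log2 ratios of -0.085 [-0.14, -0.033] for the antiapoptotic, -0.081 [-0.099, -0.063] for the p53 pathway and -0.072 [-0.093, -0.050] for the p53 target genes.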

The average expression of cell cycling genes (cell-cycle module score) in CFs of ENPP1CKO hearts was higher compared with that in control littermates (Supplemental Figure 4E), and immunostaining confirmed a higher fraction of proliferating CFs in the ENPP1CKO hearts (Supplemental Figure 4, F and G). 

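For the cell cycle, a fixed list of genes of S phase and of G2 and M phase was used, of which 75 had at least 20 counts in fibroblast-like cells. In the ENPP1CKO library 43 were higher, with a median log2 ratio of 0.078 [-0.022, 0.13] at percentile 88.0, while the mean was -0.029. Their summed counts were 1197 and 1112 CPM, a log2 ratio of 0.11 [0.072, 0.14]. The direction depended on which cells were counted as fibroblast-like, with a median of -0.29 at a Leiden resolution of 1.0 and -0.28 with no gene left out of the clustering. The unnamed cluster led by cell cycle genes (93 ENPP1CKO and 117 control cells) is not part of the class in the main values. In each of these 2 settings, 50 of its ENPP1CKO and 71 of its control cells were counted as fibroblast-like and the other 43 and 46 as macrophage-like. At a resolution of 1.0 the fibroblast-like class held 3588 ENPP1CKO and 1800 control cells. Cells of that cluster were thus a smaller share of the class in the ENPP1CKO library.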

Taken together, these observations suggest that even though fibroblast numbers are increased with decreased apoptosis of CFs in the ENPP1CKO hearts, myofibroblast activation and expression of canonical ECM genes is significantly decreased. 

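In macrophage-like cells, all 45 genes of Figure 6D were lower in the ENPP1CKO library, each with an interval that excluded 0, and without the cluster led by Arg1 and Ccl24 43 of the 45 were lower. The median over all genes of these cells was -0.13, and with a TMM factor of 0.929, a check of the tally chosen after the result was seen, 45 were lower and 44 had an interval that excluded 0. The study chose these genes from the same libraries. The log2 ratio was -4.92 [-5.22, -4.64] for Slpi (ENSMUSG00000017002), -3.76 [-3.92, -3.61] for Arg1 (ENSMUSG00000019987) and -3.21 [-3.49, -2.95] for Ccl24 (ENSMUSG00000004814), the largest falls, and these genes are among those that lead that cluster. The smallest falls were those of Eef1a1 at -0.12 [-0.15, -0.097], Iqgap1 at -0.26 [-0.33, -0.20] and Lgals3 at -0.38 [-0.41, -0.36]. In a fixed list of 60 inflammatory genes with at least 20 counts, 40 were lower, with a median of -0.26 [-0.32, -0.20], below every random list (percentile 0). Their summed counts were 25408 CPM in ENPP1CKO and 26842 CPM in control cells. That is a log2 ratio of -0.079 [-0.088, -0.070], a smaller fall than the median over all genes. Without the cluster, the median was -0.030, and 33 of the 60 were lower. Across all genes, Saa3 (-4.81) and Prtn3 (-3.79) also had among the lowest ratios, and Igkc (2.14), Fkbp5 (1.61) and Vcam1 (1.31) the highest. Igkc also leads the B cell-like cluster. Its 503 counts in ENPP1CKO macrophage-like cells were spread over 424 cells, and RNA from other cells was not tested as their source.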

Macrophages in ENPP1CKO hearts also exhibited decreased expression of proinflammatory genes (Figure 6D). Histology at 7 days after injury showed decreased collagen deposition (Figure 6, E and F) along with a significantly decreased number of macrophages and increased number of capillaries (Figure 6, G and H), findings consistent with the RNA-Seq analysis. 

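Of 62 genes of the cell cycle list with at least 20 counts in endothelial-like cells, 39 were higher in the ENPP1CKO library, with a median log2 ratio of 0.29 [0.12, 0.42] at percentile 99.9 of the random lists. Their summed counts were 2662 and 2262 CPM, a log2 ratio of 0.24 [0.15, 0.33]. The control value rests on 193 cells with 560679 counts. By cluster, a check chosen after the result was seen, the log2 ratio was 0.49 [0.38, 0.60] in the larger one (868 and 163 cells) and -0.12 [-0.29, 0.055] in the smaller (65 and 30 cells). The leading genes of the smaller cluster include the lymphatic markers Lyve1, Prox1 and Flt4, so the class is not limited to blood capillaries. Values of the whole class mix both clusters in unequal shares. The genes of S phase alone had a median of 0.29 [0.022, 0.49] and those of G2 and M phase one of 0.27 [0.090, 0.49]. Proapoptotic genes had a median of -0.15 [-0.28, 0.095] in the endothelial-like class (percentile 7.66), with a mean of 0.053, and antiapoptotic genes one of 0.38 [0.050, 0.57] (percentile 99.2). The summed counts had log2 ratios of -0.12 [-0.21, -0.024] for the proapoptotic and 0.059 [-0.11, 0.23] for the antiapoptotic genes, the latter within counting error of 0.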

Immunostaining confirmed significantly decreased numbers of apoptotic endothelial cells in the hearts of ENPP1CKO animals (Supplemental Figure 4, H and I) associated with a higher cell-cycle module score (Supplemental Figure 4J), suggesting that a greater number of endothelial cells in the ENPP1CKO hearts are likely secondary to both increased survival and proliferation. Examination of surviving myocardium with 2,3,5-triphenyltetrazolium chloride (TTC) staining at 24 hours following injury, however, did not demonstrate any differences between the ENPP1CKO and control hearts (Supplemental Figure 4, K and L). Immunostaining confirmed no significant differences in the number of apoptotic myocytes between the control and ENPP1CKO animals (Supplemental Figure 4, M and N), thereby suggesting the beneficial effects on cardiac function are likely secondary to augmented cardiac repair and attenuation of adverse postinfarct remodeling rather than due to a greater amount of surviving myocardium.

Fibrosis after cardiac injury is a complex phenotype regulated by multiple factors, such as the degree of inflammation, the amount of neovascularization or postinfarct angiogenesis, myofibroblast activation, and mechanical properties of the ECM that provide feedback for ECM deposition (14). Even though fibroblast apoptosis was decreased and led to a higher number of cycling fibroblasts in the ENPP1CKO hearts, the degree of myofibroblast activation and overall ECM gene expression was significantly attenuated. ENPP1CKO animals exhibited lesser degrees of endothelial cell apoptosis and greater postinfarct angiogenesis. Decreased inflammation and decreased nonmyocyte cell death could have contributed to decreased activation of fibroblasts and superior cardiac remodeling in ENPP1CKO hearts. Thus, augmented nonmyocyte survival leads to superior tissue repair independently of initial myocyte cell death. Genetic deletion of ENPP1 switches the wound healing transcriptional response after cardiac injury to a more proreparative one with less inflammation, less scarring, and greater angiogenesis.

### Cardiomyocyte-secreted metabolites rather than proteins cause cell death of nonmyocytes.

We next sought to identify the proapoptotic molecules secreted by cardiomyocytes in response to the presence of ATP and ENPP1. We first determined whether the proapoptotic molecules were proteins or metabolites. We collected the ENPP1+ATP MCndM and subjected it to high heat (95°C) for 15 minutes to enable denaturation of proteins (Supplemental Figure 5A). When added to CFs, the heat-treated MCndM retained biological activity and induced CF cell death (Supplemental Figure 5B). To confirm these results, we next passed the ENPP1+ATP MCndM through a protein fractionation column with a filter cutoff of 3 kD (Supplemental Figure 5C) and then treated CFs with the protein-rich (>3 kD) or protein-poor fractions (<3kD) of the MCndM. The protein-rich fraction (MW > 3 kD) did not cause cell death, but the MCndM filtrate at less than 3 kD induced CF cell death (Supplemental Figure 5D). These observations taken together suggest that metabolites rather than proteins secreted by cardiomyocytes cause cell death of nonmyocyte cells.

To determine the identity of the metabolites, we collected MCndM following treatment of the myocytes with ENPP1, ATP, ENPP1+ATP, AMP, or PPi and subjected the conditioned medium to liquid chromatography–mass spectrometry (LC-MS) analysis. We identified metabolites that were differentially present between ENPP1+ATP- or AMP-treated MCndM and control MCndM. These metabolites mainly related to purine or pyrimidine biosynthesis and catabolism pathways and did not include any known proapoptotic factors (Supplemental Figure 5, E and F). We treated CFs with each of the top 7 most differentially upregulated metabolites in the ENPP1+ATP or AMP MCndM, but none of these metabolites caused cell death (Supplemental Figure 5, F and G).

### Death of nonmyocytes is related to cell proliferation.

Unable to readily identity the proapoptotic metabolites, we sought alternative physiologic principles for approaching the problem. We hypothesized that the ability of myocytes to be immune to the conditioned medium likely reflects an inherent cellular property of myocytes that distinguishes itself from that in nonmyocyte cells. As nonmyocytes are proliferative and myocytes are nonproliferative, we hypothesized that the ability to cycle was making the nonmyocytes susceptible to the metabolites secreted by the myocytes. To determine whether this was true, we irradiated CFs and observed that the ENPP1+ATP MCndM could not induce death of irradiated CFs, in contrast to nonradiated control CFs (Figure 7, A and B). To confirm this finding, we next treated CFs with the cell-cycle inhibitor mitomycin C and again observed cell-cycle–arrested CFs were resistant to ENPP1+ATP MCndM–induced cell death (Figure 7, C and D). To obtain an independent confirmation on the cell-cycle–dependent cell death of CFs treated with ENPP1+ATP MCndM, we repeated the experiments with primary mouse embryonic fibroblasts (mEFs) and confirmed that cell-cycle arrest with irradiation or mitomycin C prevented cell death of mEFs (Figure 7, E–H). These observations suggest that cell cycling of the target nonmyocyte cells is necessary for the myocyte-secreted molecules to cause cell death.

We next examined the mechanisms of cell death secondary to cell cycling. We performed RNA-Seq on CFs treated with ENPP1+ATP MCndM. 

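RNA of CFs, which the sample labels call immortalized, was sequenced after 24 h or 48 h in vehicle, ENPP1, ATP, AMP or ENPP1+ATP MCndM, with 2 libraries per medium and time. The authors deposited the number of reads counted on each gene symbol, without normalization. Total counts per library ran from 32184799 to 115824659 (median 43133824). At 24 h they were 42547235 to 115824659 (median 79185947) in vehicle, 41125110 to 48288100 (44706605) in ENPP1, 42795564 to 46459536 (44627550) in ATP, 39808854 to 74110869 (56959862) in AMP and 39672441 to 43290297 (41481369) in ENPP1+ATP MCndM. At 48 h they were 47463759 to 53233534 (50348646) in vehicle, 32184799 to 41156453 (36670626) in ENPP1, 40231883 to 49859176 (45045530) in ATP, 42977352 to 45798436 (44387894) in AMP and 38478640 to 44625482 (41552061) in ENPP1+ATP MCndM. The 17879 genes that passed edgeR's filter on low counts were normalized by the TMM method and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM below are TMM-normalized and given as mean ± SD. Compared with vehicle MCndM, ENPP1+ATP MCndM changed 8787 genes at 24 h (4265 higher, 4522 lower) and 8076 at 48 h (3719 higher, 4357 lower). DESeq2 called 8405 and 7705 genes in these comparisons, and with each library left out in turn edgeR called between 7290 and 7755 at 24 h and between 6515 and 7515 at 48 h. Of the alternatives, a limit of 1 on the absolute log2 fold change moved these counts most, to 1959 and 1936. ENPP1 MCndM changed 0 genes at either time by edgeR, with 249 and 743 genes at an unadjusted p under 0.05 and 0 by DESeq2; without the ENPP1 48 h replicate 2 library, 131 genes passed at 48 h. The interaction of ENPP1 and ATP was past the threshold for 5466 genes at 24 h and 4607 at 48 h.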

Principal component analysis demonstrated that the gene expression signatures of CFs treated with ENPP1+ATP or AMP MCndM were similar and clearly distinguishable from those of the other groups (Figure 7I). 

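The principal components were computed from TMM-normalized log2 CPM of all 20 libraries. PC1 held 38.5% of the variance, PC2 15.6% and PC3 6.53%. On PC1 the ENPP1+ATP and AMP libraries lay between -64.5 and -40.8, and the vehicle, ENPP1 and ATP libraries between 16.5 and 43.8. The groups were also apart on PC1 in each of the 25 settings tried, which included each library left out. ATP libraries lay at 16.5 to 23.1, nearer to ENPP1+ATP than vehicle at 38.8 to 43.2. PC2 parted the ENPP1+ATP and AMP libraries by time, with scores of 35.4 to 56.5 at 24 h and -51.8 to -36.2 at 48 h. The distance between libraries of the 2 sets of media was 1.87 times that within sets at 24 h and 1.75 times at 48 h. AMP MCndM changed 9437 genes at 24 h (4525 higher, 4912 lower) and 7866 at 48 h (3767 higher, 4099 lower) relative to vehicle. Of 7604 genes called in both AMP and ENPP1+ATP MCndM at 24 h, 7596 changed in the same direction, as did 6574 of 6576 at 48 h. The log2 fold changes of the 2 media had a correlation across genes of 0.846 at 24 h and 0.818 at 48 h, where simulated media with no effect that share the vehicle libraries gave 0.479 and 0.475 on average. Genes are not independent replicates. Compared directly, AMP and ENPP1+ATP MCndM differed in 1118 genes at 24 h and 29 at 48 h, while the median distance between their libraries was 85.7 at 24 h and 94.1 at 48 h; the ENPP1+ATP libraries of the same time were 69.7 and 104.95 apart. Each of these counts depended on single libraries: 252 genes were past the threshold at 24 h without the ENPP1+ATP replicate 1 library and 553 without replicate 2, and at 48 h the count was 1 and 7 without the AMP replicate 1 and 2 libraries and 92 and 102 without those of ENPP1+ATP. With ENPP1+ATP MCndM the largest rises were those of Robo3 (5.52), Ces2f (4.59), Svop (3.87), Ces2e (3.69) and 1700007K13Rik (3.62) at 24 h and Angptl4 (6.94), Robo3 (5.64), Ces2e (5.42), Atg9b (5.03) and Ckmt1 (4.99) at 48 h, in log2 fold change. The largest falls were those of Aspn (-3.65), Ogn (-2.97), Kif26b (-2.85), Gas1 (-2.80) and Slc1a6 (-2.73) at 24 h and Tm7sf2 (-4.33), Fdps (-3.74), Aspn (-3.31), Acss2 (-3.19) and Hist2h3c2 (-3.17) at 48 h. With AMP MCndM, Robo3 (6.26), Fam71f1 (5.71), Nkx2-9 (5.46), Atg9b (5.26) and Ces2f (5.10) rose most at 24 h and Angptl4 (7.02), Ces2e (5.77), Robo3 (5.55), Nipal4 (5.19) and Matn4 (5.16) at 48 h, and Aspn (-4.53), Fmo1 (-4.02), Ogn (-3.57), Gas1 (-3.29) and Kif26b (-3.26) fell most at 24 h and Tm7sf2 (-4.66), Gdpd2 (-3.95), Aspn (-3.50), Acss2 (-3.37) and Lipg (-3.25) at 48 h. The paper plots PC2 and PC3 in Figure 7I and states from their positions how the media group.

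**Figure D1:**
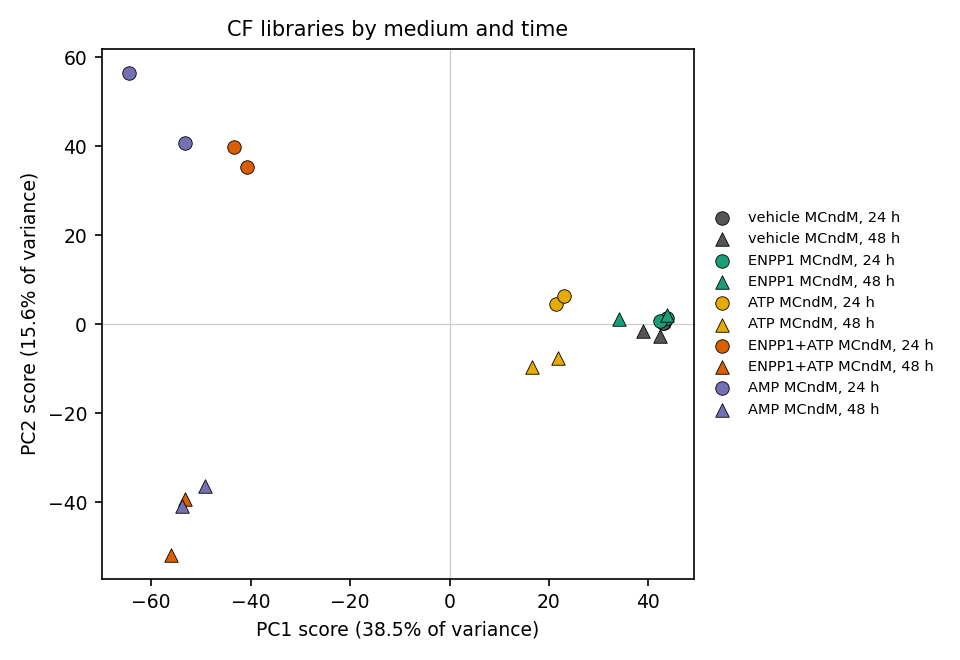
Scores of the 20 CF libraries on PC1 (38.5% of variance) and PC2 (15.6%), 1 point per library, coloured by medium, with circles for 24 h and triangles for 48 h. The ENPP1+ATP and AMP libraries lie at or below -40.8 on PC1 and the others at or above 16.5.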

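Bax rose from 40.6 ± 0.654 CPM in vehicle to 61.3 ± 4.37 CPM in ENPP1+ATP MCndM at 24 h (SD, n = 2 libraries), a log2 fold change of 0.59 (SE 0.0667, adjusted p = 5.17e-08 by edgeR's quasi-likelihood test, as for each adjusted p of a gene here). At 48 h its log2 fold change was 1.04 (SE 0.0666, adjusted p = 3.11e-12). Bak1 did not change past the threshold at 24 h (-0.062, SE 0.0611, adjusted p = 0.430), and rose at 48 h (0.26, SE 0.0617, adjusted p = 0.00136), a call that is lost without the vehicle 48 h replicate 1 library (0.18). Bcl2 fell at 24 h from 20.0 ± 0.312 to 11.0 ± 1.42 CPM, with a log2 fold change of -0.85 (SE 0.104, adjusted p = 1.97e-07), and was not past the threshold at 48 h (-0.16, SE 0.103, adjusted p = 0.224); without the ENPP1+ATP 48 h replicate 2 library it passed (-0.33). Enpp1 rose from 6.02 ± 0.293 to 23.0 ± 1.58 CPM at 24 h, a log2 fold change of 1.92 (SE 0.140, adjusted p = 2.86e-11, edgeR), and by 0.41 at 48 h (SE 0.145, adjusted p = 0.0253), which was not past the threshold without the ENPP1+ATP 48 h replicate 1 or the vehicle 48 h replicate 2 library (0.34 and 0.21), or with only the libraries of the 2 groups (0.42, adjusted p = 0.0703). In AMP MCndM the log2 fold changes of Bax, Bak1 and Bcl2 were 0.93, 0.033 and -0.73 at 24 h and 1.21, 0.15 and 0.051 at 48 h. The 48 h change of Bak1 (adjusted p = 0.0461, edgeR) is lost without the AMP 48 h replicate 2 or the vehicle 48 h replicate 1 library (0.12 and 0.078), and with no filter on low counts (0.13, adjusted p = 0.0790).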

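Of the 21 genes of Figure 7K, whose time point the paper's text does not give, 19 were higher with ENPP1+ATP MCndM at 24 h and 19 at 48 h. The study chose them from these libraries. At 24 h the largest rises were those of Perp (3.45), Pmaip1 (3.22) and Rprm (2.78) and the smallest those of Fas (0.41), Ccnd1 (0.53) and Bax (0.59), in log2 fold change, and Bcl2 and Bak1 were lower. At 48 h Perp (4.41), Pmaip1 (2.92) and Mdm2 (2.70) rose most and Bak1 (0.26), Bax (1.04) and Ppm1d (1.05) least, and Bcl2 and Gadd45b (-0.31, adjusted p = 0.00430 by edgeR's quasi-likelihood test) were lower. The fall of Gadd45b is lost without the ENPP1+ATP 48 h replicate 2 (-0.20) or vehicle 48 h replicate 2 (-0.21) library. The GO test was not repeated, and fixed lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 18 lists per comparison. Of 67 p53 pathway genes tested, 47 were higher at 24 h (median log2 fold change 0.35, adjusted p = 1.62e-04) and 44 at 48 h (0.29, adjusted p = 5.39e-06). At 24 h 38 were called higher and 15 lower, both over all genes and adjusted over the list alone; at 48 h 38 and 13 were called over all genes, and 40 and 14 adjusted over the list alone. With the correlation estimated from the data, camera gave adjusted p = 0.373 and 0.214 for the p53 pathway list, which leaves it short of the threshold, and limma's fry gave adjusted p = 3.09e-06 and 1.86e-07. Camera compares a list with the other genes, while fry tests its genes without regard to the others. Where many genes change, a list can pass fry without standing out. For 42 p53 target genes, 39 were higher at 24 h (median 1.10, adjusted p = 1.74e-17 by camera) and 35 at 48 h (1.49, adjusted p = 8.48e-19). With the estimated correlation the target list was short of the threshold as well (adjusted p = 0.105 and 0.214 by camera), and with limma's fry it was past it (adjusted p = 1.25e-08 and 6.05e-09). In AMP MCndM the p53 pathway medians were 0.23 and 0.26 and the target medians 1.23 and 1.55. In ATP MCndM, without added ENPP1, the target medians were 0.44 (38 of 42 higher) and 0.66 (39 of 42), and the pathway medians 0.12 and 0.15.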

GO analysis demonstrated significant upregulation of the p53-signaling pathway (Figure 7J) with significant differential expression of p53-regulated proapoptotic genes (Figure 7K), including canonical apoptotic modulators such as Bax, Bak, and BCl2 (Figure 7K). 

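NRVMs were treated for 24 h with the same 5 media, with 3 libraries per medium, and the authors deposited the reads counted on each gene symbol without normalization. The sample labels name the mouse as the organism, although the cells are from Sprague-Dawley rats and the symbols are those of rat genes. Total counts per library ran from 13481389 to 16977980 (median 14937081). They were 13481389 to 14937081 (median 14794561) in vehicle, 14231584 to 16977980 (16154729) in ENPP1, 14590504 to 15871033 (14847918) in ATP, 14382327 to 15615626 (15519022) in AMP and 13980922 to 15347841 (15233443) in ENPP1+ATP MCndM. After the same filter, 13461 genes were tested as for CFs. ENPP1+ATP MCndM changed 7538 genes relative to vehicle (3846 higher, 3692 lower) by edgeR's quasi-likelihood test, with 8094 at an unadjusted p under 0.05 and 6907 called by DESeq2. AMP MCndM changed 7703 genes, ATP MCndM 8067 and ENPP1 MCndM 0, the last with 693 genes at an unadjusted p under 0.05 and 1 called by DESeq2. A limit of 1 on the absolute log2 fold change moved the ENPP1+ATP count most, to 1292. With ENPP1+ATP MCndM, Cdh17 (3.95), Hapln3 (3.57), Il1rl1 (2.74), AABR07053509.2 (2.57) and Sept4 (2.48) rose most in log2 fold change and Unc5c (-3.89), C1qtnf7 (-3.78), Epha8 (-3.53), Asic1 (-3.33) and Bdkrb2 (-3.33) fell most.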

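In NRVMs treated with ENPP1+ATP MCndM, Bax was at 86.1 ± 2.68 CPM against 69.6 ± 1.67 CPM in vehicle (log2 fold change 0.31, SE 0.0512, adjusted p = 1.89e-06) by edgeR's quasi-likelihood test (SD, n = 3 libraries). Bak1 rose by 0.15 on the log2 scale (SE 0.0497, adjusted p = 0.0119, edgeR), a call that is lost without the ENPP1+ATP replicate 3, the vehicle replicate 1 or the vehicle replicate 2 library (0.11, 0.13 and 0.12). Bcl2 was not past the threshold (-0.040, adjusted p = 0.766, edgeR) and Enpp1 was at -0.12 (adjusted p = 0.0975, edgeR), past the threshold only without the vehicle replicate 2 library (-0.18). Of the 19 genes of Figure 7K that were tested, 14 were higher, 13 were called higher and 2 lower. Of 61 p53 pathway genes, 29 were higher, with a median log2 fold change of -0.019 and a mean of 0.073; 24 were called higher and 18 lower, over all genes and adjusted over the list alone. Camera gave an adjusted p = 0.722 for this list and limma's fry gave adjusted p = 7.41e-05. Of 37 p53 target genes, 28 were higher, with a median of 0.42 (adjusted p = 1.07e-05 by camera, 0.0524 with the correlation estimated, short of the threshold, and 1.36e-09 by limma's fry); 26 were called higher and 5 lower, over all genes and adjusted over the list alone. The largest changes of this list were those of Gtse1 (1.43), Ephx1 (1.39) and Tp53inp1 (1.26). The median of the target genes was 0.55 in AMP MCndM (31 of 37 higher) and 0.70 in ATP MCndM (35 of 37), with adjusted p of 0.0413 and 0.0110 by camera with the correlation estimated, both past the threshold. In AMP MCndM the log2 fold changes of Bax, Bak1 and Bcl2 were 0.44, 0.24 and 0.021.

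**Figure D2:**
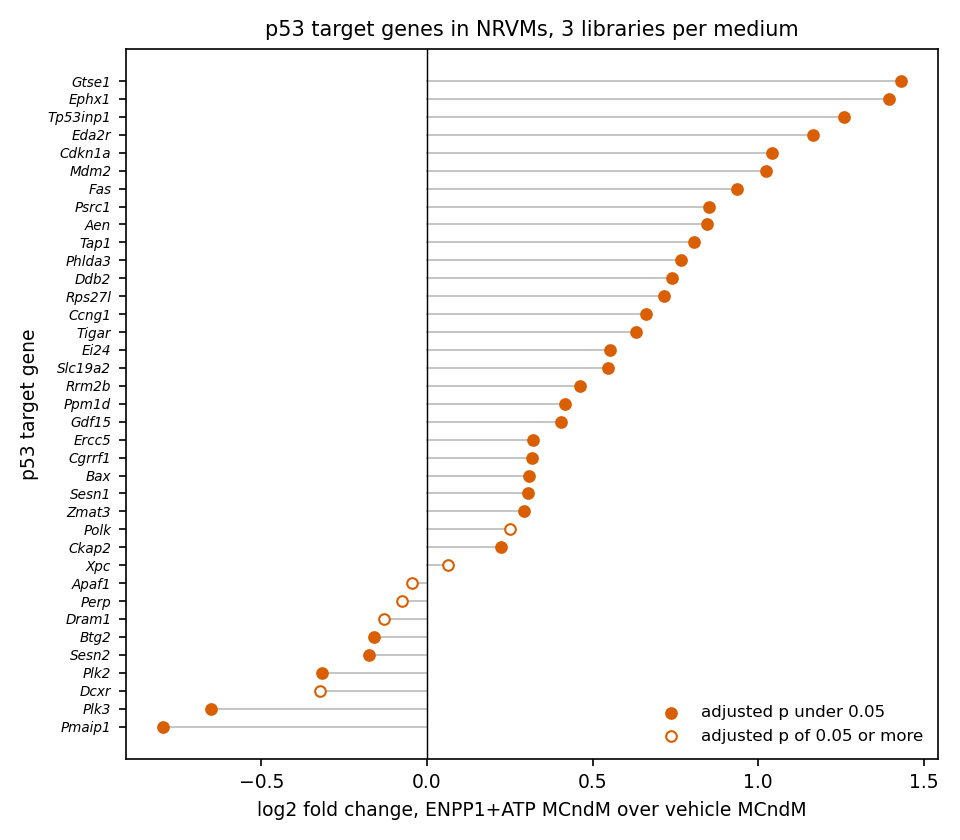
Log2 fold change of the 37 p53 target genes tested in NRVMs, ENPP1+ATP over vehicle MCndM, from 3 libraries per medium, 1 point per gene, filled where the adjusted p was under 0.05 by edgeR's quasi-likelihood test. Of the 37, 28 lie above 0.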

Myocytes remained immune to ENPP1+ATP MCndM and did not exhibit changes in p53-driven apoptosis genes (Supplemental Figure 3C). As cell death was related to cycling, we next examined in detail the phases of cell cycle that were disrupted in nonmyocytes treated with ENPP1+ATP MCndM. CFs demonstrated evidence of G_1_/S phase arrest (Figure 7, L and M). Western blotting demonstrated significant upregulation of DNA damage-response markers (γH2A.X) and the checkpoint kinase 1 (pCHK1) that is known to regulate a DNA damage response and cell-cycle arrest (Figure 7N). Phosphorylation of serine 15 in p53 has been shown to initiate DNA damage response (24, 25), and we observed increased phosphorylation of p53Ser15 in CFs treated with ENPP1+ATP MCndM (Figure 7O). To determine whether a p53-initiated DNA damage response was required for cell death, we deleted the p53 gene in CFs by infecting primary CFs isolated from p53 floxed mice (26) with a lentiviral Cre (Figure 7P). CFs deficient in p53 were resistant to ENPP1+ATP MCndM–induced cell death (Figure 7, Q and R). These experiments thus demonstrate that metabolite or metabolites secreted by the cardiac muscle cell in response to ENPP1 and ATP initiate a p53-dependent DNA damage response and apoptosis in cycling nonmyocyte cells.

### Myocyte-secreted metabolite or metabolites disrupt pyrimidine biosynthesis in cycling nonmyocytes to cause cell death.

The experiments related to the ability of ENPP1+ATP MCndM to initiate a DNA damage response in cycling nonmyocyte cells strongly suggested that the metabolite or metabolites interfere with the cell-cycle machinery. A nucleotide balance between the content of purines and pyrimidines available to cycling cells is critical for avoiding genotoxic stress and maintain genomic stability (27). We hypothesized that disruption of the nucleotide biosynthetic pathways in nonmyocyte cells and an imbalance of purine versus pyrimidine nucleotides was inducing genotoxic stress and initiating a DNA damage response in proliferating nonmyocytes. We treated CFs with ENPP1+ATP MCndM for 24 hours and measured the content of nucleoside monophosphate and triphosphates by LC/MS-MS. Consistent with our hypothesis, we observed that the pyrimidines cytidine and uridine mono and triphosphates (CMP, cytidine triphosphate [CTP], uridine monophosphate [UMP], uridine triphosphate [UTP]) were significantly reduced in ENPP1+ATP MCndM–treated CFs (Figure 8A) while purine nucleotide levels were slightly increased or remained unaltered (Figure 8B). These observations suggested that insufficient pyrimidine precursors during cell cycling were likely leading to a DNA damage response. We next attempted to rescue cell death of CFs by adding uridine or deoxycytidine to CFs treated with ENPP1+ATP MCndM (Figure 8C) and observed that addition of uridine or deoxycytidine or both completely rescued cell death (Figure 8, D and E). Deoxycytidine serves as a precursor of dCTP synthesis via the enzyme deoxycytidine kinase. When we added a specific inhibitor of deoxycytidine kinase (DI-87), deoxycytidine was unable to prevent cell death, thereby strongly supporting the hypothesis that pyrimidine deficiency was causing cell death (Figure 8, F and G).

### Inhibition of UMP synthase step is the underlying cause of defects in pyrimidine biosynthesis.

Pyrimidine biosynthesis occurs via a sequence of well-regulated steps in which dihydroorotate formed from carbamoyl phosphate gives rise to orotate and subsequently the important intermediate orotidine monophosphate (OMP) (Figure 8H). To determine which steps in pyrimidine biosynthesis are affected in cycling nonmyocytes, we treated CFs with ENPP1+ATP MCndM for 24 hours and subjected the CFs to mass spectrometry to determine metabolites in the pyrimidine biosynthesis pathway. CFs treated with ENPP1+ATP MCndM showed significantly increased amounts of carbamoyl aspartate, dihydroorotate, and orotate, but decreased orotidine, uridine, UMP, UDP, and UTP as well as CTP (Figure 8I). This suggests that the ENPP1+ATP MCndM inhibits later steps of UMP synthesis in CFs. As orotate levels were increased, but orotidine levels decreased in ENPP1+ATP MCndM–treated CFs, we hypothesized that inhibition was occurring at the OMP synthesis step from orotate and phosphoribosyl pyrophosphate (PRPP). OMP added to CFs completely rescued cell death (Figure 8, J and K), strongly suggesting that ENPP1+ATP MCndM inhibits pyrimidine biosynthesis at the OMP synthesis step in cycling nonmyocytes. Finally, to demonstrate that defects in pyrimidine biosynthesis are sufficient to cause cell death, we treated CFs with a specific inhibitor of dihydroorotate dehydrogenase (DHODH) (brequinar) and observed cell death, thereby demonstrating that disruption in pyrimidine biosynthesis is sufficient to cause cell death (Figure 8, L and M).

### Adenine is a critical proapoptotic metabolite secreted by cardiomyocytes.

We returned to the central question of the identity of cardiomyocyte-derived proapoptotic metabolites. As the metabolites inhibited pyrimidine biosynthesis, we hypothesized that the metabolites were likely nucleotides or their derivatives. We performed HPLC to determine physicochemical properties of the candidates. We joined 2 reverse-phase HPLC columns in series, loaded ENPP1+ATP MCndM onto the columns, and used a linear gradient of acetonitrile (ACN) to collect 80 fractions (Supplemental Figure 6A). Pools of 10 fractions were vacuum dried, reconstituted, and added to CFs, and we observed that fractions 41 to 50 from ENPP1+ATP MCndM (corresponding to ACN concentrations of 40% to 50%) reliably resulted in CF cell death, while those of control MCndM did not (Supplemental Figure 6, B and C). To confirm these observations, we loaded a C18 stationary phase column with ENPP1+ATP MCndM, eluted fractions in a similar manner, and observed cell death only with the 50% ACN fraction (Figure 9A and Supplemental Figure 6D). We subjected the 50% ACN eluates of ENPP1+ATP and control MCndM to LC-MS analysis, focusing on nucleosides, nucleotides, and their derivatives. We crosschecked this list with the MS data on the unfractionated ENPP1+ATP-conditioned medium to ensure that the compounds were present in the unfractionated ENPP1+ATP MCndM. We chose 7 compounds that were highly enriched in the 50% ACN eluates of the ENPP1+ATP MCndM (Table 1). Addition of all 7 compounds to CFs caused severe cell death (Figure 9, B and C), but addition of uridine together with the 7 compounds rescued cell death (Figure 9, B and C). This suggested that the mechanism of cell death following addition of the 7 selected compounds was similar to that mediated by ENPP1+ATP MCndM. Next, we subtracted each compound from the set of 7 compounds to determine which compound was necessary for cell death (Figure 9D). We observed that adenine was the only compound critically necessary for cell death, as removal of adenine resulted in rescue of cell death (Figure 9, D and E). However, when CFs were treated with adenine alone, no cell death was observed, demonstrating that adenine, though necessary, was not sufficient for cell death (Figure 9, F and G). We next added adenine plus one of the other 6 compounds and observed that addition of adenine with either adenosine, inosine, inosine monophosphate (IMP), or AMP was sufficient to cause death (Figure 9, F and G). Combinations of adenine with either hypoxanthine, xanthine, or orotate did not cause cell death (Figure 9, F and G). Finally, addition of OMP or uridine rescued cell death of CFs treated with adenine and adenosine (Figure 9, H and I). Taken together, these observations demonstrate that the combination of adenine and a purine nucleoside is sufficient to cause disruption of pyrimidine biosynthesis and induce cell death of nonmyocytes and that such cell death can be rescued with pyrimidine supplementation. Addition of adenine and adenosine to macrophages, endothelial cells, and smooth muscle cells also induced cell death, demonstrating that a combination of adenine and adenosine could induce cell death on a wide variety of nonmyocyte cells (Supplemental Figure 6, E and F).

Next, we wanted to determine whether adenine was a key critical component of the ENPP1+ATP MCndM that induced cell death of nonmyocytes. We adopted a loss-of-function approach to determine whether catabolic removal of adenine would rescue ENPP1+ATP MCndM from causing CF cell death. There is no mammalian enzyme that catabolizes adenine, but plants and microorganisms express adenine deaminase, which converts adenine to hypoxanthine (28). We lentivirally expressed yeast adenine deaminase in CFs and immortalized them to create a stable cell line. CFs expressing adenine deaminase were resistant to ENPP1+ATP MCndM–induced cell death (Figure 9, J and K). These experiments thus conclusively demonstrate that adenine is the key molecule present in ENPP1+ATP MCndM that causes cell death of nonmyocytes.

Our data suggest that pyrimidine synthesis is disrupted at the OMP synthesis step. We next investigated potential reasons for the inhibition of OMP synthesis. PRPP is the donor of phospho-ribose groups for OMP synthesis from orotate as well as in the purine salvage pathway to synthesize AMP from adenine. PRPP synthesis by PRPP synthetase is potently inhibited by AMP and ADP (29). The model illustrated in our findings suggests that the toxicity of the combination of adenine and adenosine could be related to inhibition of PRPP synthetase by AMP, with concomitant consumption of PRPP by adenine catalyzed by adenine phosphoribosyl transferase (APRT). If so, PRPP levels should be significantly reduced, and we observed significantly decreased PRPP levels in CFs treated with ENPP1+ATP MCndM (Supplemental Figure 6G) along with decreased levels of metabolites that are generated using PRPP as a substrate with corresponding increase in nicotinamide (Supplemental Figure 6H).

### AMP and not adenosine induces cardiomyocytes to generate adenine.

AMP, a metabolite generated by the hydrolytic activity of ENPP1 on ATP, was able to induce the myocyte to secrete proapoptotic metabolites. Having identified that adenine is a critical mediator of nonmyocyte cell death, we next investigated whether AMP or its metabolite adenosine is needed for the myocyte to secrete proapoptotic molecules. Extracellular AMP is hydrolyzed by CD73, a membrane-bound protein, to form adenosine. We added AMP to cardiomyocytes in the presence or absence of a CD73 inhibitor, collected the MCndM, and subsequently added it to CFs (Supplemental Figure 7A). We observed that inhibition of CD73 (using 2 different inhibitors, AB680 and AMP-CP) significantly increased CF cell death, strongly suggesting that AMP and not adenosine is necessary for the cardiomyocytes to secrete proapoptotic molecules (Supplemental Figure 7, A and B). Conditioned medium from adenosine-treated cardiomyocytes (adenosine MCndM) was also unable to induce cell death of CFs (Supplemental Figure 7, C and D). Moreover, MCndM collected after the addition of the adenosine receptor agonist 5′-*N*-ethylcarboxamide adenosine (NECA) did not cause fibroblast cell death (Supplemental Figure 7E). Next, we added ENPP1+ATP to cardiomyocytes in the presence of adenosine receptor antagonists and did not observe any change in the ability of ENPP1+ATP MCndM to cause death of CFs (Supplemental Figure 7F), corroborating the observation that adenosine did not induce cardiomyocytes to secrete proapoptotic molecules. Adenosine receptor antagonists also did not affect the ability of cardiomyocytes to remain immune to the ENPP1+ATP MCndM or a combination of adenine and adenosine (Supplemental Figure 3, D–G). Finally, we added an adenosine kinase inhibitor (ABT-702) or AMP deaminase inhibitor (cpd3) to cardiomyocytes at the time of addition of AMP. Adenosine kinase inhibitors would be expected to decrease the generation of AMP from adenosine, while AMP deaminase inhibitors would be expected to increase AMP concentrations by inhibiting AMP deamination. We observed that adenosine kinase inhibitors attenuated cell death of CFs (Supplemental Figure 7, G and H), while AMP deaminase inhibitors worsened cell death (Supplemental Figure 7, I and J), demonstrating that AMP was critically required by the cardiomyocytes to generate proapoptotic molecules.

As cardiomyocyte-derived adenine was necessary for nonmyocyte cell death, we investigated whether AMP was directly utilized by the cardiac muscle cell for adenine synthesis. For this purpose, we added ENPP1^+^ N15-labeled ATP (Supplemental Figure 8A) to cardiomyocytes and treated CFs with the collected MCndM (Supplemental Figure 8B). We then harvested cardiomyocytes treated with ENPP1+N15-labeled ATP and collected the conditioned medium as well as CFs to determine the fraction of adenine and other key metabolites that bear the isotope label (Supplemental Figure 8B). The fraction of N15-labeled adenine in the cardiomyocytes was 77% of the total adenine present, while 98% of the adenine in the conditioned medium and 82% of the adenine in the CFs were labeled (Supplemental Figure 8C). The labeled adenine in the cardiomyocytes contained five 15N atoms, demonstrating direct conversion of 15N5 AMP to adenine by the cardiomyocyte (Supplemental Figure 8D). Also, the majority of the adenine in the conditioned medium had all 5 nitrogen atoms labeled, demonstrating that adenine synthesized by cardiomyocytes directly from AMP is the predominant source of adenine in conditioned medium (Supplemental Figure 8E). Similarly, the majority of the adenosine, IMP, inosine, and AMP in the cardiomyocytes, cardiomyocyte-conditioned medium, and the CFs was labeled (Supplemental Figure 8F). The fraction of labeled nucleoside guanosine was much lower in cardiomyocytes, while in the CFs, almost 60% of guanosine was labeled (Supplemental Figure 8G). All 4 nitrogens in the purine ring of guanosine were 15N, suggesting it was derived from the 15N5 AMP (Supplemental Figure 8H). Labeling of unrelated metabolites, such as glutamate, not typically derived from adenosine derivatives was expectedly low, demonstrating the fidelity of our system as a negative labeling example (Supplemental Figure 8I). Taken together, these observations demonstrate that AMP formed by ENPP1-mediated hydrolysis of ATP is directly metabolized by cardiomyocytes to generate adenine and other nucleosides that are then released extracellularly to exert biological effects.

### Uridine administration after heart injury augments cardiac repair and function in vivo.

Uridine supplementation to nonmyocytes treated with ENPP1+ATP MCndM rescued cell death. We hypothesized that if ENPP1 worsened cardiac repair by inducing defects in pyrimidine biosynthesis in vivo, then administration of uridine should rescue pyrimidine biosynthesis and lead to better preservation of postinjury cardiac function. We subjected WT C57BL/6 animals to ischemic cardiac injury and administered uridine by continuous infusion for 14 days starting from the day of injury (Figure 10A). Echocardiography demonstrated that uridine significantly preserved postinjury cardiac contractile function, with a trend toward better preservation of ventricular diameters (Figure 10, B and C). We observed that 71% of the vehicle-injected animals exhibited severe depression in EF compared with only 13% of the animals that received uridine (Figure 10D and Supplemental Table 1A). Histology demonstrated decreased fibrosis in uridine-injected animals (Figure 10, E and F). Approximately 43% of the animals in the vehicle group exhibited severe postinfarct fibrosis, but none of the animals that received uridine exhibited severe fibrosis (Figure 10G and Supplemental Table 1B). Hearts of uridine-injected animals exhibited decreased heart weight/body weight ratios (Figure 10H) and significantly increased capillary density (Figure 10, I and J). These data taken together provide proof of concept that rescue of pyrimidine biosynthesis with pyrimidine supplementation in the injured heart represents a therapeutic strategy for heart repair.

### ENPP1 inhibitors as therapeutic agents to enhance wound healing after cardiac injury.

As ENPP1 was the principal nucleotidase in the injured heart, we hypothesized that ENPP1 could serve as a therapeutic target for augmenting cardiac wound healing following ischemic injury. We established a luminescent assay to screen a large library of 200,000 compounds at our institution to identify small molecule inhibitors of ENPP1. Myricetin, a polyphenolic flavonoid (30), was the leading hit, with almost 90% inhibition of ENPP1 enzymatic activity and an IC_50_ of 4.8 μM (Supplemental Figure 9, A and B). Addition of ATP induced cell death of ENPP1-overexpressing CFs cocultured with NRVM, but concomitant addition of myricetin (10 μM) significantly attenuated cell death (Supplemental Figure 9, C and D). Next, we treated cardiomyocytes with ENPP1+ATP and myricetin, collected the MCndM, added it to CFs, and observed a significant reduction in cell death compared with using ENPP1+ATP MCndM (Supplemental Figure 9, E and F).

Subsequently, we determined whether administration of myricetin can augment cardiac wound healing in vivo. We subjected C57BL/6 animals to ischemic cardiac injury and administered vehicle or 30 mg/kg myricetin intraperitoneally to the animals starting on the day of injury and continuing daily for 14 days after injury (Figure 11A). We harvested the injured hearts following 7 days of myricetin administration and observed significant suppression of ATP hydrolytic activity in the myricetin-injected animals (Figure 11B). Echocardiography demonstrated significantly better preservation of EF/fractional shortening (FS) and significantly decreased chamber size in the myricetin-treated group (Figure 11, C and D). More than 66% of the animals in the vehicle-injected group had severe heart failure, while only 23% of the animals receiving myricetin developed severe heart failure (Figure 11E and Supplemental Table 1A). The area of scarring was also significantly reduced in myricetin-treated animals (Figure 11, F and G). Only 15% of myricetin-treated animals developed severe fibrosis, in contrast with 56% in the vehicle-injected group (Figure 11H and Supplemental Table 1B). Myricetin-treated animals exhibited significantly lower heart weight/body weight ratios (Supplemental Figure 9G) and significantly increased capillary density (Supplemental Figure 9, H and I). However, the amount of surviving myocardium 24 hours after injury did not show any significant differences between vehicle- and myricetin-treated groups (Supplemental Figure 9, J and K), suggesting that the effects of ENPP1 inhibition are likely secondary to enhanced wound healing after cardiac injury rather than enhanced primary myocyte survival.

Arrest in pyrimidine biosynthesis in nonmyocyte cells initiated a DNA damage response with expression of γH2A.X and p53Ser15 phosphorylation. We performed immunostaining and observed attenuated expression of γH2A.X and p53Ser15 phosphorylation in nonmyocyte cells in hearts of myricetin-treated animals (Figure 11, I and J). We confirmed this observation in ENPP1CKO hearts as well. Following injury, a significantly lower number of CFs exhibited γH2A.X in ENPP1CKO hearts (Supplemental Figure 4, O and P).

Finally, as inhibition of ENPP1 should rescue pyrimidine biosynthesis, we performed metabolomic analysis of injured hearts of myricetin-treated animals. Myricetin administration resulted in significant increases in levels of the pyrimidines uridine and cytidine in the injured regions of the heart and exhibited decreases in carbamoyl phosphate levels compared with those in vehicle-treated injured hearts (Figure 11K). As uridine rescues the toxic effects of the combination of adenine and a purine nucleoside, we measured the adenine+adenosine/uridine ratio in cardiac tissue as a metric of cytotoxicity and observed that hearts of myricetin-treated animals exhibited a decreased cytotoxicity ratio (Figure 11L). We also performed metabolomic analysis of the serum and observed orotate to decrease in the serum of myricetin-treated animals, while deoxyuridine and orotidine levels increased, consistent with rescue of pyrimidine biosynthesis (Figure 11M). These in vivo data remarkably mirror our in vitro experiments demonstrating an arrest in pyrimidine biosynthesis at the OMP synthesis step and suggesting the potential use of serum orotidine as a biomarker to monitor wound healing in the heart.

## Discussion

Our observations demonstrate what we believe is a hitherto unappreciated role of cardiomyocytes in regulating the cardiac repair response by modulating pyrimidine biosynthesis and fates of nonmuscle cells. Myocardial necrosis leads to release of extracellular ATP that serves as a DAMP signal. AMP formed by ENPP1-mediated hydrolysis is directly metabolized by cardiomyocytes to form adenine and other purine nucleosides that are released into the extracellular space. Our isotope-labeling experiments suggest that AMP is directly used by the myocyte to generate adenine, and pathways of adenine generation could be related to direct nucleotide phosphorolysis mediated by APRT. The combination of adenine and specific ribonucleosides, such as adenosine or inosine, exerts cytotoxic effects on proliferating nonmyocytes by disrupting their pyrimidine biosynthesis. The imbalance of purines or pyrimidines is a key event initiating the cell-cycle arrest/apoptotic cascade as supplementation of uridine to correct decreased pyrimidine levels rescues cell death. Myocytes are nonproliferative, and although an optimal purine/pyrimidine balance is required for DNA repair in the long term, the nonproliferative state protects the myocyte against cell death resulting from a sudden imbalance of purine or pyrimidine bases after cardiac injury.

Our data suggest an inherent defect in cardiac repair based on the ability of nonproliferative cardiomyocytes to mount a “metabolic attack” and a DNA damage response in proliferative nonmyocyte cells that play a critical role in wound healing. Apoptosis of nonmyocytes is known to occur after cardiac injury and has been confirmed even in human heart samples (31, 32). However, the physiological significance of nonmyocyte apoptosis is unclear. In this regard, our data suggest that there is an optimal balance of fibroblasts, endothelial cells, and macrophages required for cardiac repair. Decreased apoptosis of CFs and endothelial cells in the ENPP1CKO animals was associated with decreased inflammation and led to decreased myofibroblast formation, ECM gene expression, and lesser scarring. These data suggest that myofibroblast activation could be regulated by nonmyocyte cell death after cardiac injury. The teleological reasons that a cardiac muscle cell would mount such a repair response that ultimately is counterproductive for cardiac healing remain unclear, but such mechanisms of metabolic control could have evolved as a defense response against rapidly proliferating noncardiac cells as in an invading cancer or microbes.

We identified myricetin as a potent inhibitor of ENPP1. Pharmacological targeting of ENPP1 with myricetin in vivo results in rescue of pyrimidine biosynthesis, with increased serum orotidine levels suggesting a rescue of OMP synthesis and the potential of using serum orotidine as a biomarker for monitoring disruption in pyrimidine biosynthesis. Although myricetin possesses antioxidant and antiinflammatory properties (33), its ability to inhibit ENPP1 activity in the injured heart along with its rescue of pyrimidine biosynthesis strongly favor a mechanism of benefit based on potent ENPP1 inhibition. In summary, our observations demonstrate a myocyte-dependent model of cardiac repair in which the cardiac muscle cell, by altering the extracellular metabolome, regulates biological functions of nonmyocyte cells and plays a pivotal role in determining how the heart heals itself.

## Methods

Detailed methods are provided in the Supplemental Methods.

### Data set availability.

The bulk RNA-Seq and single-cell RNA-Seq data in this paper are available in the NCBI’s Gene Expression Omnibus database (GEO GSE185060).

### Statistics.

All data are presented as mean ± SEM, and the value of *n* represents biological replicates. Statistical analysis was performed using GraphPad (Prism) software, version 9, using Student’s *t* test (2 tailed), ordinary 1-way ANOVA with Tukey’s multiple comparison test or ordinary 2-way ANOVA with Šidák’s multiple comparisons test as appropriate. The χ^2^ test was used for statistical analysis of contingency tables. *P* < 0.05 was considered statistically significant.

### Study approval.

All animal studies were approved by the Animal Research Committee, UCLA. All animals were maintained at the UCLA vivarium according to the policies instituted by the American Association for Accreditation of Laboratory Animal Care.

## Author contributions

SL performed the majority of experiments and data analysis. TY performed echocardiography imaging and analysis in a blinded manner. PW performed all surgical procedures. RW, YW, MN, and YZ performed bench experiments related to cellular and molecular assays of ENPP1. FM and MP analyzed single-cell and bulk RNA-Seq data. RD and MJ helped in high-throughput ENPP1 assay development and drug discovery. IG and KF helped in HPLC and analysis. JTH, TGG, UB, and M Sharpley helped in LC-MS runs and analysis. AJL and M Seldin performed HMDP analysis. CGR, ERA, and TML performed nucleotide measurements on samples with LC-MS. CGR also helped design metabolic experiments. SJB and HM assisted in cell-cycle analysis. DTB and VEM provided critical reagents, and AR maintained colonies and assisted with experiments. DH and MT performed QPM experiments. YJL and PYC performed traction forced microscopy experiments. AD conceptualized the project, designed experiments, supervised data collection and analysis, and wrote the manuscript.

## Supplementary Material

Supplemental data

Supplemental video 1

## Figures and Tables

**Figure 1:**
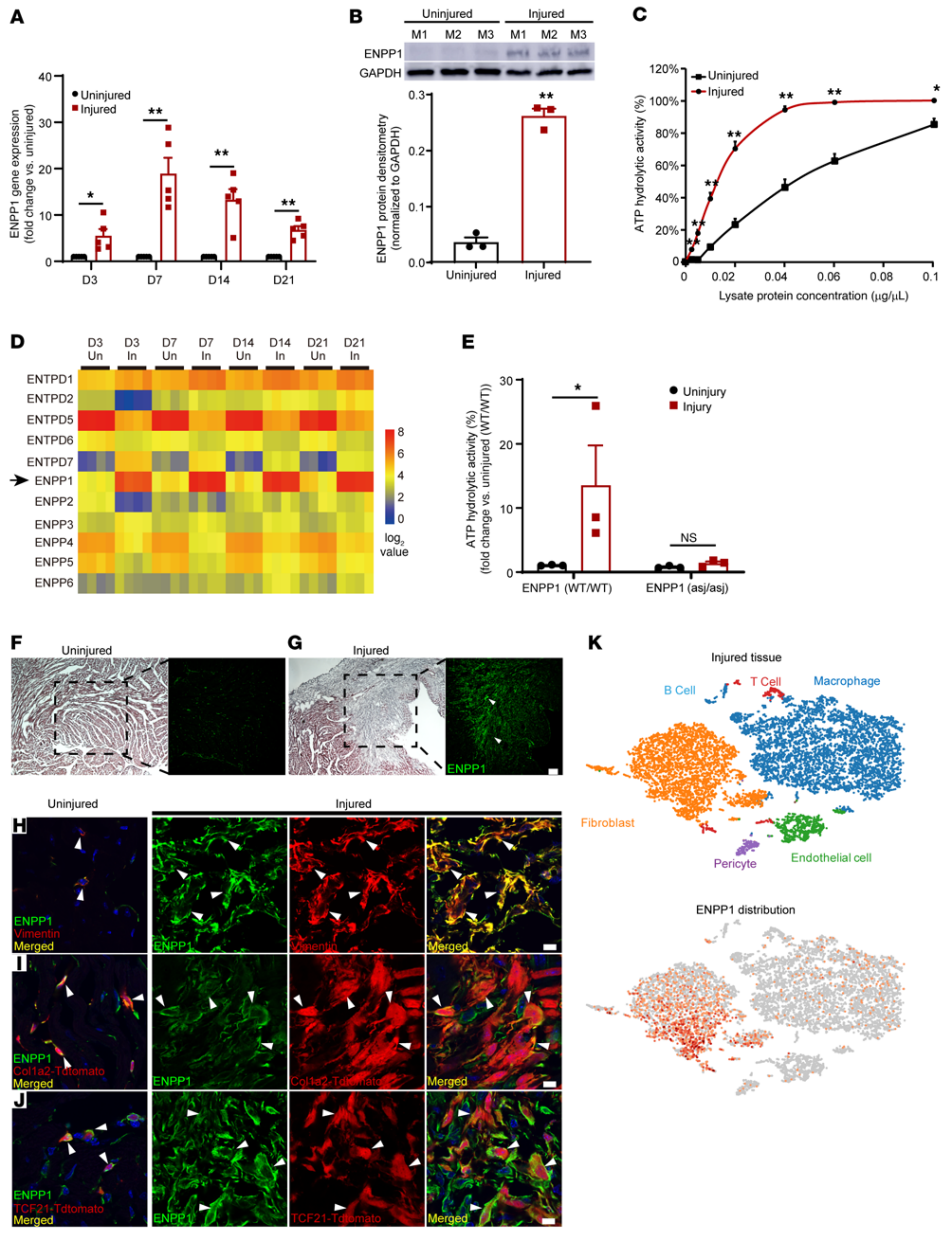
ENPP1 is expressed in the infarcted heart by nonmyocytes and is the principal ectonucleotidase that hydrolyzes extracellular ATP. (**A**) qPCR demonstrating ENPP1 gene expression in the injured region of the heart compared with uninjured regions at 3, 7, 14, and 21 days after MI (*n =* 5). (**B**) Western blotting and quantitative densitometry demonstrating ENPP1 protein levels in injured and uninjured regions of the heart at 7 days following MI (*n =* 3). (**C**) ATP hydrolytic activity at various concentrations of the injured heart tissue homogenate compared with that in uninjured tissue homogenate 7 days after MI (*n =* 3). (**D**) Heatmap with gene expression patterns of ENPP1 (arrow) and other members of the ENPP and ectonucleotidase family in the injured versus uninjured regions of the heart (*n =* 4/time point). (**E**) ATP hydrolytic activity at 7 days after MI in WT mice and ENPP1^asj/asj^ mutant mice (*n =* 3). (**F** and **G**) H&E staining and immunostaining for ENPP1 (green, arrowheads) in the uninjured (**F**) and injured (**G**) regions at day 7 after MI. Scale bar: 100 μm (high magnification). Low magnification: ×4. (**H**) Immunostaining for ENPP1 and vimentin in the uninjured and injured regions at 7 days after MI (arrowheads indicate ENPP1 and vimentin colocalization in merged images). (**I** and **J**) Immunostaining of ENNP1 expression in genetically labeled CFs in (**I**) Col1a2CreERT:R26R^tdtomato^ or (**J**) TCF21MCM:R26R^tdtomato^ mice at 7 days after MI (arrowheads indicate where ENPP1-expressing cells coexpress the fibroblast tdTomato label, representative images; *n =* 3). Scale bars: 10 μm. (**K**) Single-cell RNA-Seq of nonmyocytes at 7 days after MI demonstrating cell phenotypes in clusters and ENPP1 distribution (*n =* 3). Data are represented as mean ± SEM. **P < 0.01; *P < 0.05, 2-tailed Student’s *t* test (**A**–**C** and **E**).

**Figure 2:**
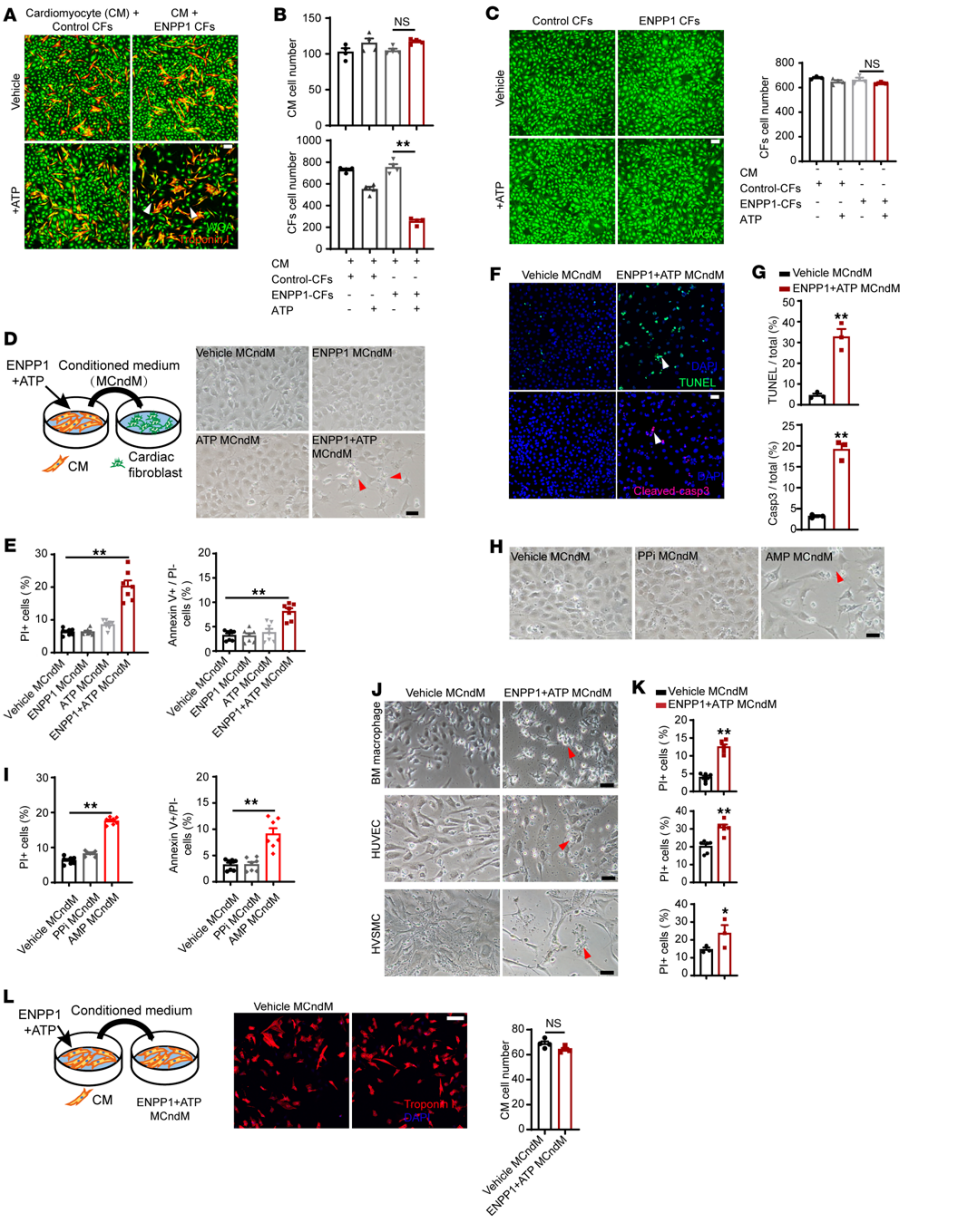
ENPP1 in the presence of ATP induces cardiomyocytes to release proapoptotic molecules. (**A**) Coculture of rat ventricular cardiomyocytes (CMs, red) with control CF or ENPP1-CF (green) with or without ATP (arrowheads show decrease in ENPP1 CF). Scale bar: 100 μm. (**B**) Number of CMs and CFs following 48 hours of coculture (*n =* 4). (**C**) Control CFs or ENPP1 CFs (green) in the presence or absence of added ATP but without any cardiomyocytes, and quantitation of cell numbers after 48 hours of ATP/vehicle addition (*n =* 3). Scale bar: 100 μm. (**D**) Transfer of control or ENPP1+ATP MCndM to CFs and images 48 hours later demonstrating decreased numbers of CFs treated with ENPP1+ATP MCndM (arrowheads). Scale bar: 50 μm. (**E**) Flow cytometry to demonstrate the fraction of dead (PI^+^) or apoptotic cells (annexin V^+^, PI^–^) following treatment with ENPP1+ATP MCndM or control MCndM (*n =* 7). (**F**) TUNEL and caspase staining (arrowheads) of CFs treated with vehicle MCndM or ENPP1+ATP MCndM and (**G**) quantitation (*n =* 3). Scale bar: 50 μm. (**H**) CFs treated with vehicle MCndM, PPi MCndM, or AMP MCndM for 48 hours showing loss of cells with treatment with AMP MCndM (arrowheads) and (**I**) quantitation of dead cells (*n =* 7). Scale bar: 50 μm. (**J**) Treatment of macrophages, HUVECs, and human vascular smooth muscle cells (hVSMCs) with vehicle MCndM or ENPP1+ATP MCndM and (**K**) corresponding flow cytometry to determine cell death (arrowheads). (*n =* 6, BM macrophages; *n =* 6, HUVECs, *n =* 3 hVSMCs). Scale bars: 50 μm. (**L**) ENPP1+ATP MCndM does not cause cell death when added to myocytes (*n =* 4). Scale bar: 100 μm. Data are represented as mean ± SEM. **P < 0.01; *P < 0.05, ordinary 1-way ANOVA with Tukey’s multiple comparison test (**B**, **C**, **E**, and **I**) or 2-tailed Student’s *t* test (**G**, **K**, and **L**).

**Figure 3:**
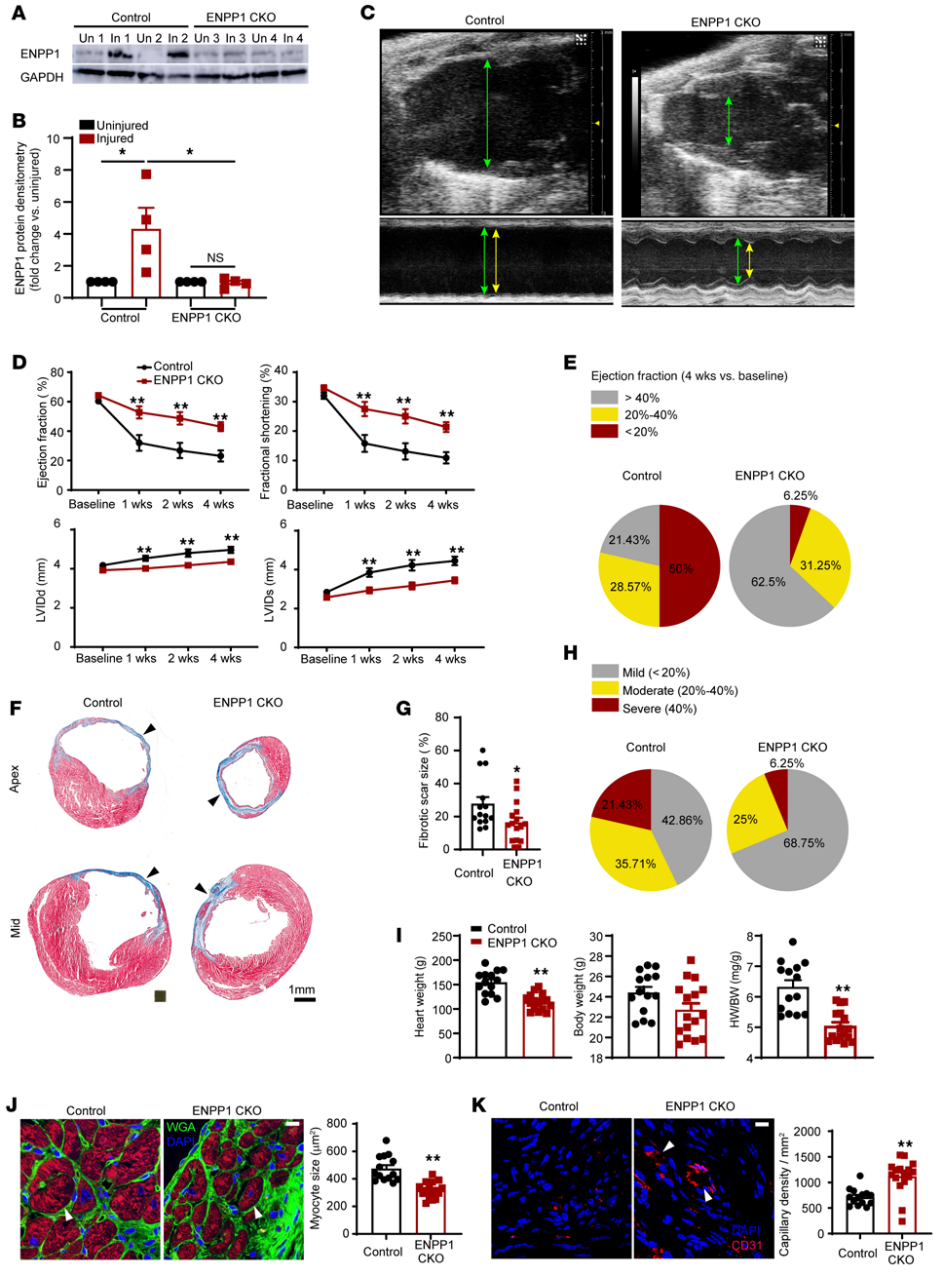
Genetic deletion of ENPP1 leads to enhanced cardiac repair and better preservation of postinjury heart function. (**A**) Western blotting for ENPP1 expression in the hearts of ENPP1CKO animals at 7 days following cardiac injury and (**B**) quantitative densitometry of ENPP1 expression (*n =* 4). (**C**) B mode and M mode echocardiogram demonstrating better contractile function with decreased chamber dilatation at 4 weeks following cardiac injury (green arrows, diastole; yellow arrows, systole). (**D**) EF and fractional shortening as well as LV chamber size (LVID) in systole and diastole over 4 weeks after cardiac injury in control and ENPP1CKO animals. (**E**) Pie chart demonstrating fraction of animals with mild, moderate, and severe reductions in EF. (**F**) Masson trichrome staining demonstrating scar size (blue) measured at the apex and midventricle and (**G**) quantitation of differences in scar size as a fraction of the LV surface area. (**H**) Pie chart showing animals (%) with mild, moderate, and severe fibrosis. (**I**) Heart weight (HW), body weight (BW), and HW/BW ratios measured at 4 weeks following cardiac injury and (**J**) cardiac troponin T immunostaining to determine myocyte surface area (arrowheads) at the border zone and quantitation of myocyte surface area. Scale bar: 10 μm. (**K**) Number of capillaries (CD31 staining, arrowheads) in ENPP1CKO and control animals at 4 weeks after heart injury and quantitation of capillary density. Scale bar: 10 μm. Data are represented as mean ± SEM. **P < 0.01; *P < 0.05, ordinary 1-way ANOVA with Tukey’s multiple comparison test (**B**), ordinary 2-way ANOVA with Šidák’s multiple comparisons test (**D**), or 2-tailed Student’s *t* test (**G**, **I**–**K**). *n =* 14 in control and *n =* 16 in ENPP1CKO animals (**D**, **E**, and **G**– **K**).

**Figure 4:**
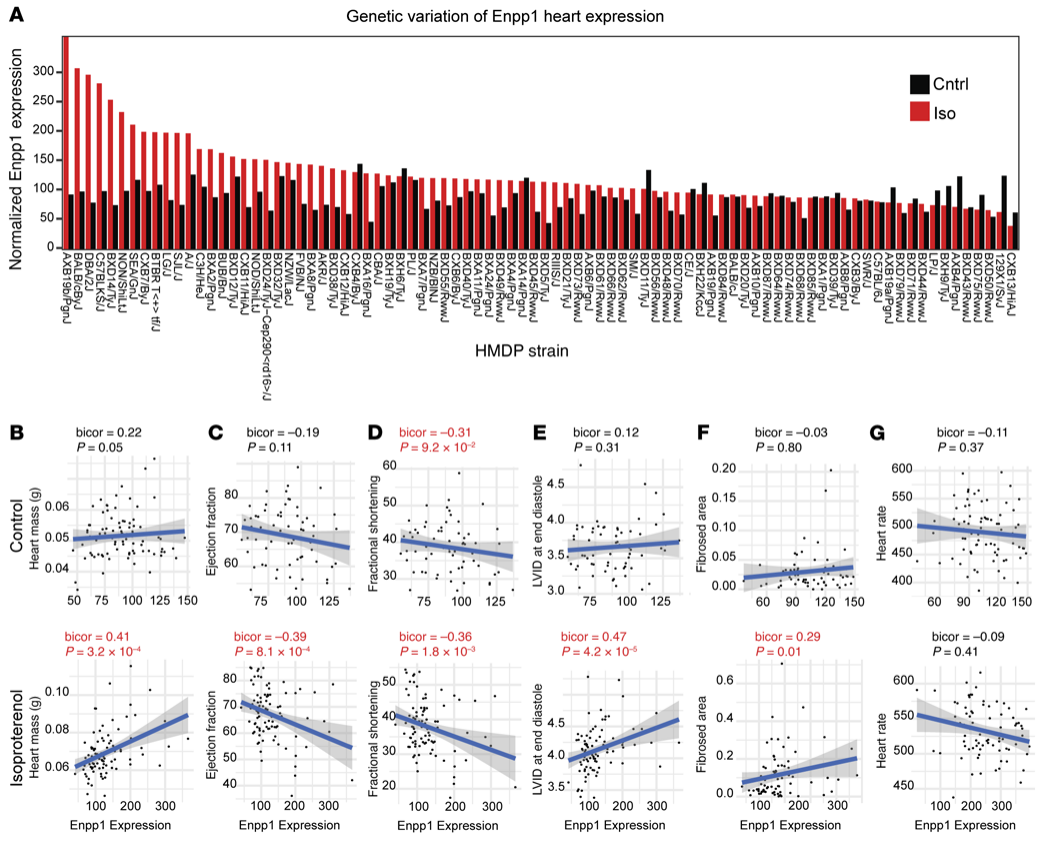
ENPP1 expression across 100 strains of mice correlates with cardiac function in an isoproterenol-induced cardiac injury model. (**A**) Genetic variation of ENPP1 expression across 100 strains of mice following 3 weeks of isoproterenol or saline (control) infusion. (**B**–**F**) Cardiac traits of (**B**) cardiac mass, (**C**) EF, (**D**) fractional shortening, (**E**) LVID (diastole), and (**F**) fibrosis strongly correlating with ENPP1 expression across 100 strains of mice while (**G**) there is an absence of correlation with a trait such as heart rate. Data are shown as scatterplots. bicor, midweight bicorrelation coefficient and corresponding regression Student’s *P* value.

**Figure 5:**
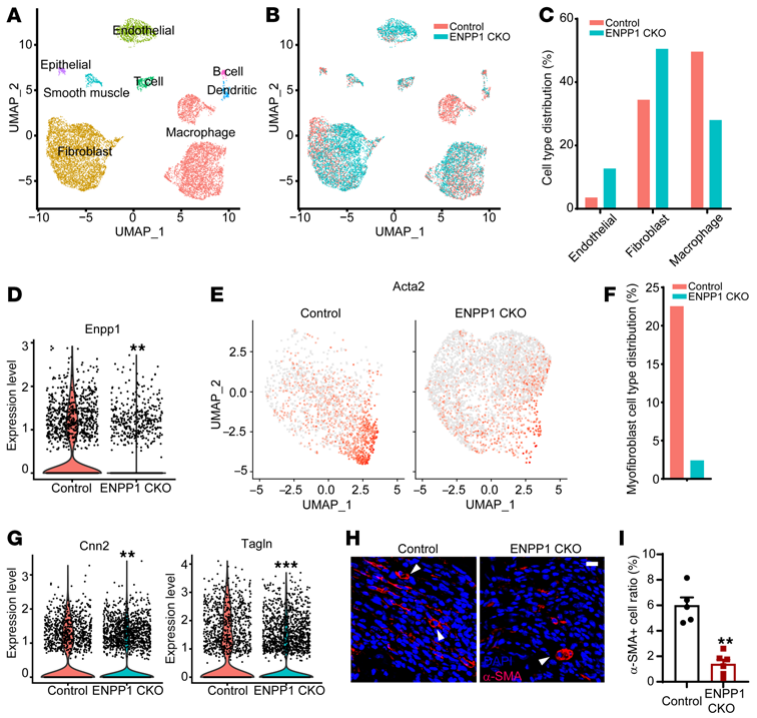
Single-cell RNA-Seq of nonmyocytes in control and ENPP1CKO animals at 7 days following cardiac injury. (**A**) Uniform manifold approximation and projection (UMAP) demonstrating different phenotypes of nonmyocyte cell clusters in the injured heart and (**B**) distribution of WT and ENPP1CKO cells across these clusters. (**C**) Fraction of endothelial cell, fibroblasts, and macrophages at 7 days following injury. Violin plot demonstrating (**D**) ENPP1 expression (**P = 5.29 × 10^–132^) and (**E**) UMAP demonstrating significantly reduced distribution of Acta2 (myofibroblast marker) in CFs of ENPP1CKO versus control animals and (**F**) quantitation (%) of myofibroblasts. (**G**) Violin plot demonstrating decreased expression of other myofibroblast genes Cnn2 (**P = 3.63 × 10^–24^) and Tagln (***P = 5.40 × 10^–17^) in ENPP1CKO fibroblasts. (**H**) Immunostaining for myofibroblasts (αSMA expression, arrowheads) in ENPP1CKO and WT animals and (**I**) quantitation of myofibroblast numbers. Data are represented as mean ± SEM. *n =* 5. **P < 0.01, 2-tailed Student’s *t* test. Scale bar: 10 μm.

**Figure 6:**
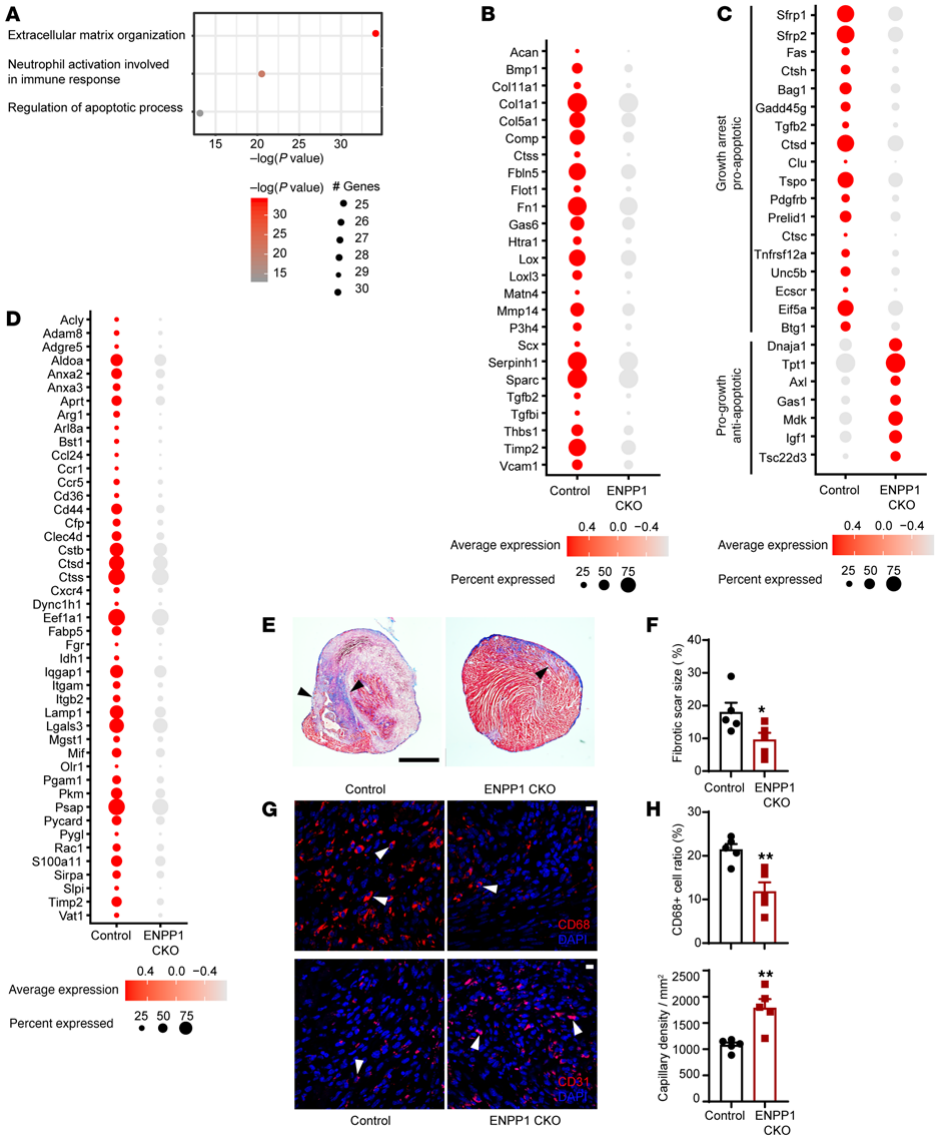
GO analysis of nonmyocyte single-cell RNA-Seq at 7 days following cardiac injury. (**A**) GO analysis demonstrating principal pathways upregulated in CFs of control mice versus ENPP1CKO animals. (**B**) Dot plot demonstrating principal ECM genes upregulated in control versus ENPP1CKO CFs 7 days after cardiac injury. (**C**) Dot plot demonstrating differential expression of pro- and antiapoptotic genes in CFs at 7 days after injury. (**D**) Dot plot demonstrating differential expression of inflammatory genes in macrophages of control and ENPP1CKO hearts at 7 days after injury. (**E**) Masson trichrome staining showing expression of collagen (blue) in the apical region of hearts of mice at 7 days following injury and (**F**) quantitation of fibrotic scar (arrowheads) size at 7 days following injury (*n =* 5). Scale bar: 1 mm. (**G**) Immunofluorescent staining demonstrating CD68 (macrophages, arrowheads) and CD31 (endothelial, arrowheads) staining in control and ENPP1CKO animals at 7 days following injury and (**H**) quantitation of cells by histology (*n =* 5). Scale bars: 10 μm. Data are represented as mean ± SEM. **P < 0.01; *P < 0.05, 2-tailed Student’s *t* test (**F** and **H**).

**Figure 7:**
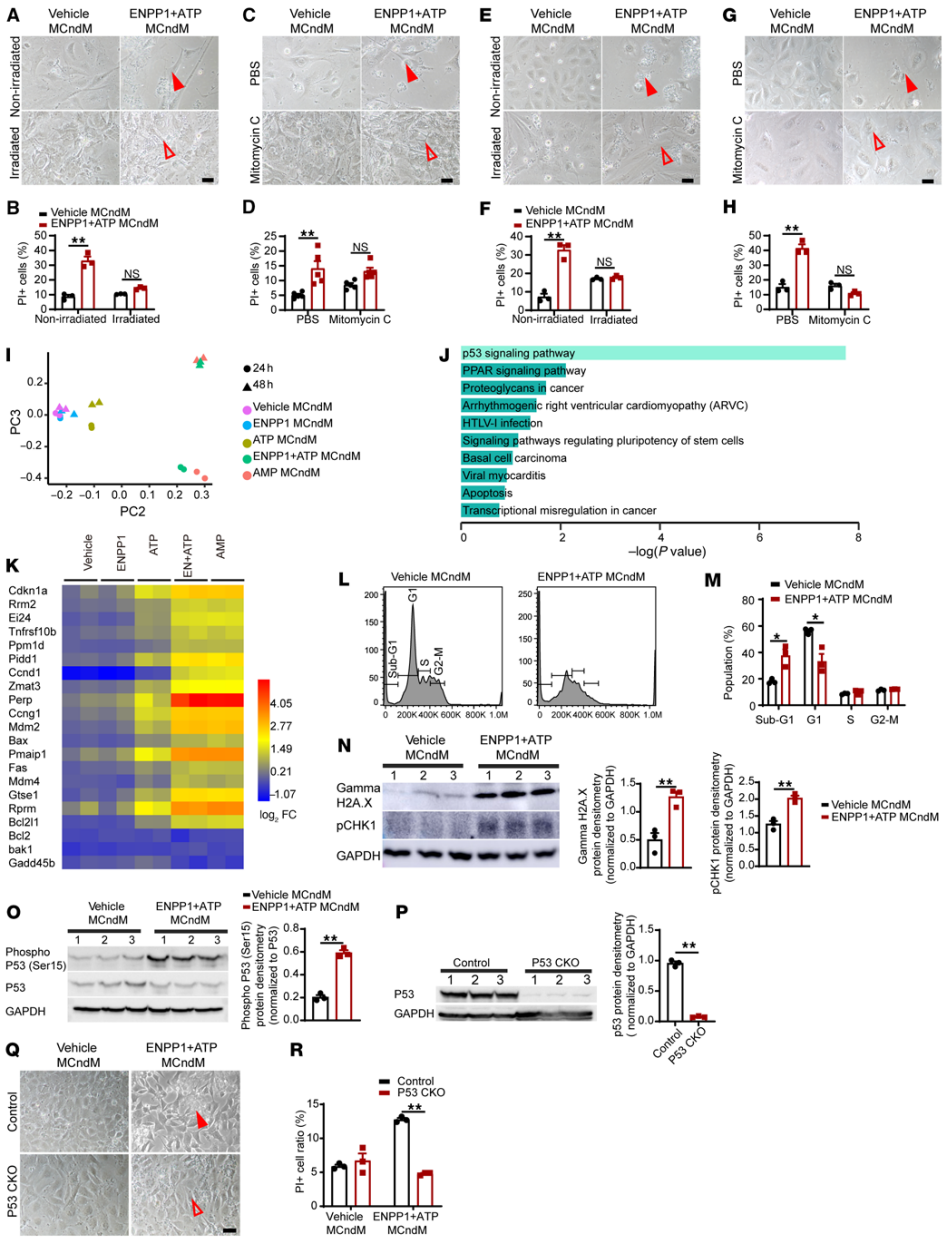
Proapoptotic molecules secreted by cardiomyocytes cause cell death only in cycling cells. (**A**) Irradiated or nonirradiated CFs treated with vehicle or ENPP1+ATP MCndM for 48 hours. Cell death in irradiated but not in irradiated CFs (filled arrow) (**B**) Quantitation of cell death (*n =* 3). (**C**) PBS- or mitomycin C–treated CFs treated with vehicle or ENPP1+ATP MCndM for 48 hours; rescue of cell death with mitomycin (filled and unfilled arrowheads). (**D**) Quantitation of cell death (*n =* 5). Scale bar: 50 μm. (**E**–**H**) MEFs treated with vehicle or ENPP1+ATP MCndM following (**E**) irradiation or (**G**) mitomycin C. Rescue of cell death with irradiation or mitomycin C (filled and unfilled arrowheads) and (**F** and **H**) quantification of cell death following (**F**) irradiation (*n =* 3) or (**H**) mitomycin treatment (*n =* 3). Scale bars: 50 μm. (**I**) Principal component analysis of gene expression changes in CFs treated with ENPP1+ATP MCndM (*n =* 2). (**J**) GO analysis of main differentially expressed pathways in CFs following treatment with ENPP1+ATP MCndM. (**K**) Heatmap demonstrating expression of p53-driven apoptotic genes in CFs treated with ENPP1+ATP MCndM. (**L**) Cell-cycle analysis demonstrating G_1_/S phase arrest in CFs treated with ENPP1+ATP MCndM and (**M**) cells (%) in different phases of cell cycle (*n =* 3). (**N**) Western blot and quantitation for pH2A.X and pCHK-1 in CFs treated with ENPP1+ATP MCndM (*n =* 3). (**O**) Western blot and densitometry of p53 Ser15 phosphorylation in CFs treated with ENPP1+ ATP MCndM (*n =* 3). (**P**) p53 protein levels in p53CKO CFs (*n =* 3) (**Q**) p53CKO CFs treated with vehicle or ENPP1 MCndM demonstrating rescue of cell death in p53CKO CFs (filled and unfilled arrowheads) and (**R**) quantitation of cell death (*n =* 3). Scale bar: 50 μm. Data are represented as mean ± SEM. **P < 0.01; *P < 0.05, 2-tailed Student’s *t* test (**B**, **D**, **F**, **H**, **M**–**P**, and **R**).

**Figure 8:**
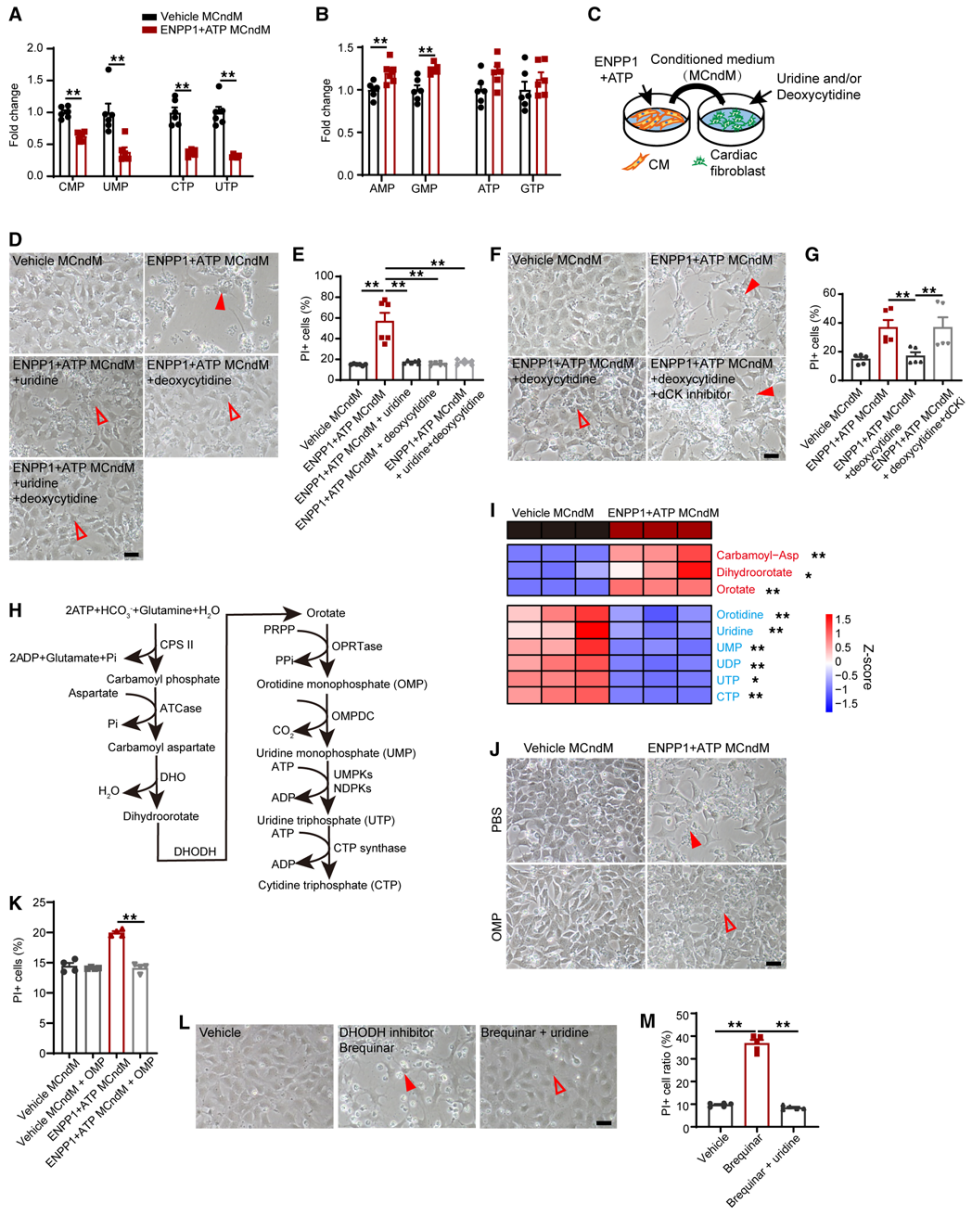
CFs treated with ENPP1+ATP (MCndM) exhibit decreased pyrimidine levels. (**A**) LC/MS-MS demonstrating decreased levels of intracellular pyrimidine nucleotides but not (**B**) purine nucleotides in CFs treated with ENPP1+ATP MCndM (*n =* 6). (**C**) CFs treated with vehicle MCndM or ENPP1+ATP MCndM in the presence of uridine, deoxycytidine, or both demonstrating (**D**) cell death (arrowheads) in CFs treated with ENPP1+ATP MCndM, but rescue of cell death (unfilled arrowheads) following addition of uridine, deoxycytidine, or both. Scale bar: 50 μm. (**E**) Flow cytometry to demonstrate effects on cell death following addition of uridine or deoxycytidine to CFs treated with ENPP1+ATP MCndM (*n =* 6). (**F**) Effect of adding deoxycytidine and deoxycytidine kinase inhibitor (dCKi) to CFs treated with ENPP1+ATP MCndM is a loss of rescue of deoxycytidine in the presence of dCKi (unfilled and filled arrowheads) and (**G**) quantitation of cell death (*n =* 5). Scale bar: 50 μm. (**H**) Outline of critical steps of pyrimidine biosynthesis. (**I**) Heatmap demonstrating differential expression of metabolites in pyrimidine biosynthetic pathway between CFs treated with vehicle MCndM and those treated with ENPP1+ATP MCndM (*n =* 3). (**J**) Rescue of cell death following addition of OMP to CFs treated with ENPP1+ATP MCndM (filled and unfilled arrowheads) and (**K**) quantitation of cell death (*n =* 4). Scale bar: 50 μm. (**L**) Effect on cell death following addition of DHODH inhibitor brequinar (filled arrowheads) to disrupt pyrimidine biosynthesis and rescue with uridine (unfilled arrowheads). (**M**) Flow cytometry to determine effects of brequinar on cell death and rescue by uridine (*n =* 5). Scale bar: 50 μm. Data are represented as mean ± SEM.**P < 0.01; *P < 0.05, 2-tailed Student’s *t* test, (**B**, **I**) or ordinary 1-way ANOVA with Tukey’s multiple comparison test (**E**, **G**, **K**, and **M**).

**Figure 9:**
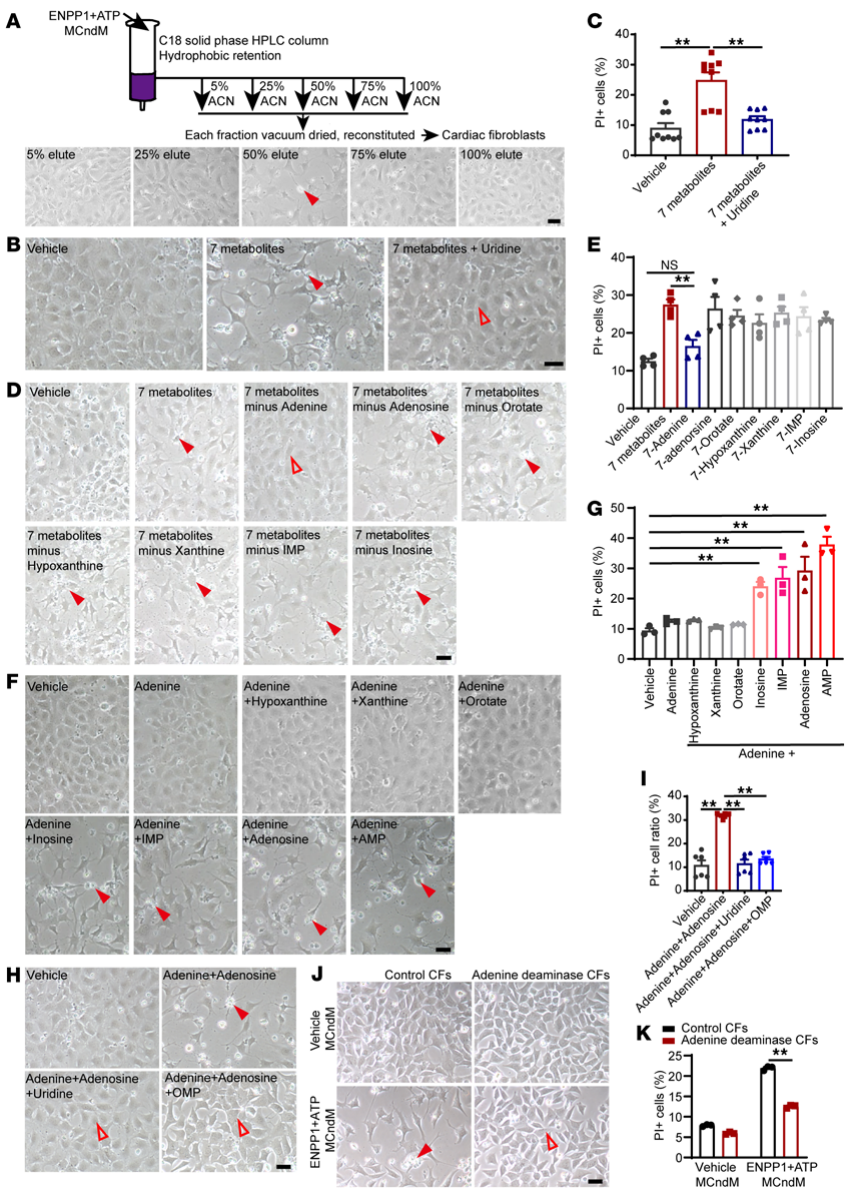
Adenine and specific purine ribonucleosides are myocyte-derived proapoptotic molecules that in combination cause cell death of nonmyocytes. (**A**) Schematic shows ENPP1+ATP MCndM pass through the C18 HPLC column. Effects of eluted fractions of ENPP1+ATM MCndM on cell death (arrowheads) of CFs. Scale bar: 50 μm. (**B**) Effect of 7 metabolites on cell death (filled arrowheads) of CFs and its rescue (unfilled arrowheads) by uridine and (**C**) quantitation of cell death (*n =* 9). Scale bar: 50 μm. (**D**) CFs treated with 7 compounds together and following subtraction of each one from the combined solution show absence of cell death (unfilled arrowheads) when adenine is removed. Cell death, filled arrowheads. Scale bar: 50 μm. (**E**) Quantitation of cell death (*n =* 4). (**F**) Effects of cell death (filled arrowheads) following addition of adenine alone or adenine combined with specific purine nucleosides or orotate and (**G**) quantitation of cell death (*n =* 3). Scale bar: 50 μm. (**H**) Effect of OMP or uridine in rescuing cell death following addition of adenine and adenosine to CFs (filled and unfilled arrowheads) and (**I**) quantitation of cell death (*n =* 6). Scale bar: 50 μm. (**J**) CFs overexpressing yeast adenine deaminase treated with vehicle MCndM or ENPP1+ATP MCndM showing decreased cell death of CFs overexpressing adenine deaminase (filled and unfilled arrowheads). (**K**) Quantitation of cell death (*n =* 3). Scale bar: 50 μm. Data are represented as mean ± SEM. **P < 0.01; *P < 0.05, 2-tailed Student’s *t* test (**K**) or ordinary 1-way ANOVA with Tukey’s multiple comparison test (**C**, **E**, **G**, and **I**).

**Figure 10:**
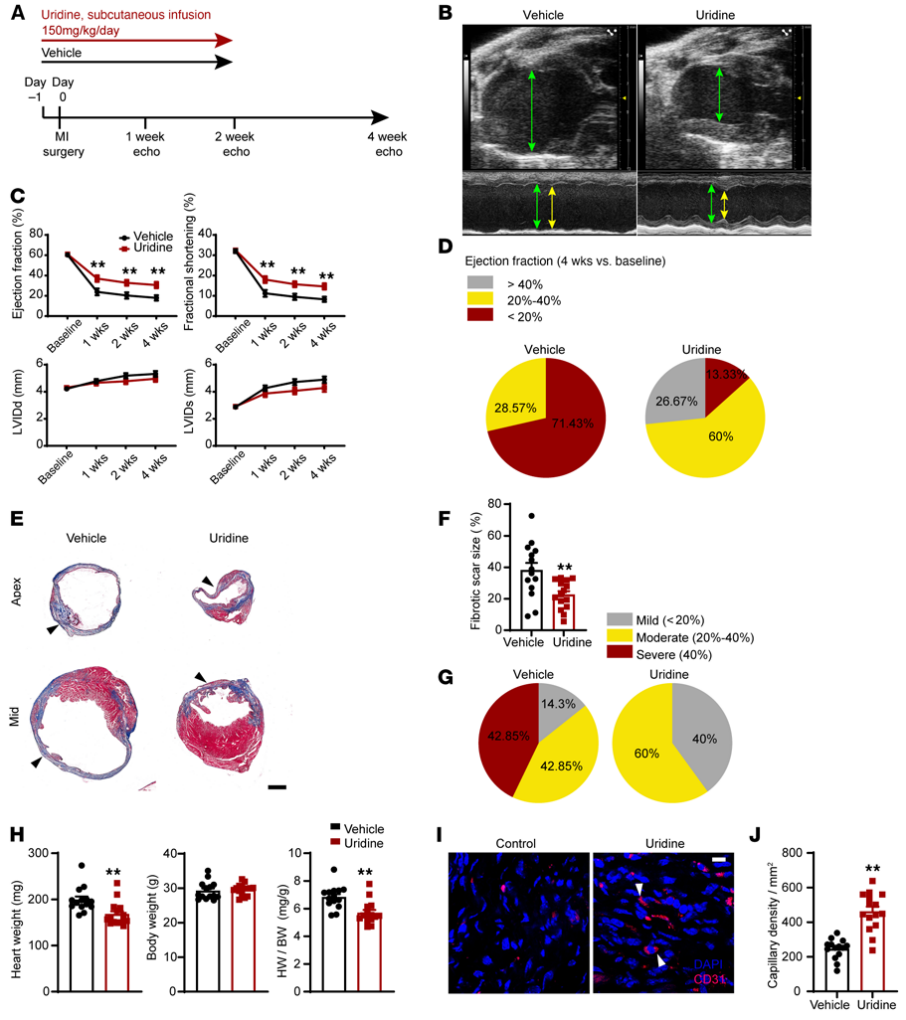
Pyrimidine supplementation with systemic uridine administration is associated with significantly better cardiac repair and postinjury heart function. (**A**) Schematic of continuous uridine administration by a subcutaneous pump starting 1 day prior to injury and continuing for 14 days after. (**B**) B and M mode echocardiogram demonstrating better preservation of contractile function during diastole (green arrows) and systole (yellow arrows) in uridine-injected animals. (**C**) EF and fractional shortening and LV internal diameter in systole and diastole following uridine administration. *n =* 15 (vehicle) and *n =* 15 (uridine) at basal, 1 week, 2 weeks, and 3 weeks; *n =* 14 (vehicle) and *n =* 15 (uridine) at 4 weeks. (**D**) Pie chart demonstrating fraction of animals with mild, moderate, and severe reductions in EF following vehicle or uridine administration. (**E**) Masson trichrome staining demonstrating scar size (blue) at apex and midventricles of vehicle- or uridine-injected animals and (**F**) quantitation of differences in scar size as a fraction of the LV surface area. *n =* 14 (vehicle) and 15 (uridine). Scale bar: 1 mm. (**G**) Pie chart demonstrating fraction of animals demonstrating mild, moderate, and severe fibrosis following vehicle or uridine administration, (**H**) Heart weight, body weight, and HW/BW ratio in vehicle- versus uridine-treated animals. *n =* 14 (vehicle) and *n =* 15 (uridine). (**I**) Histology demonstrating capillaries (CD31 staining) in injured regions of hearts 4 weeks after injury in vehicle- or uridine-treated animals and (**J**) quantitation of capillaries. *n =* 14 (vehicle) and 15 (uridine). Scale bar: 10 μm. Data are represented as mean ± SEM. **P < 0.01, ordinary 2-way ANOVA with Šidák’s multiple comparisons test (**C**) or 2-tailed Student’s *t* test (**F**, **H**, and **J**).

**Figure 11:**
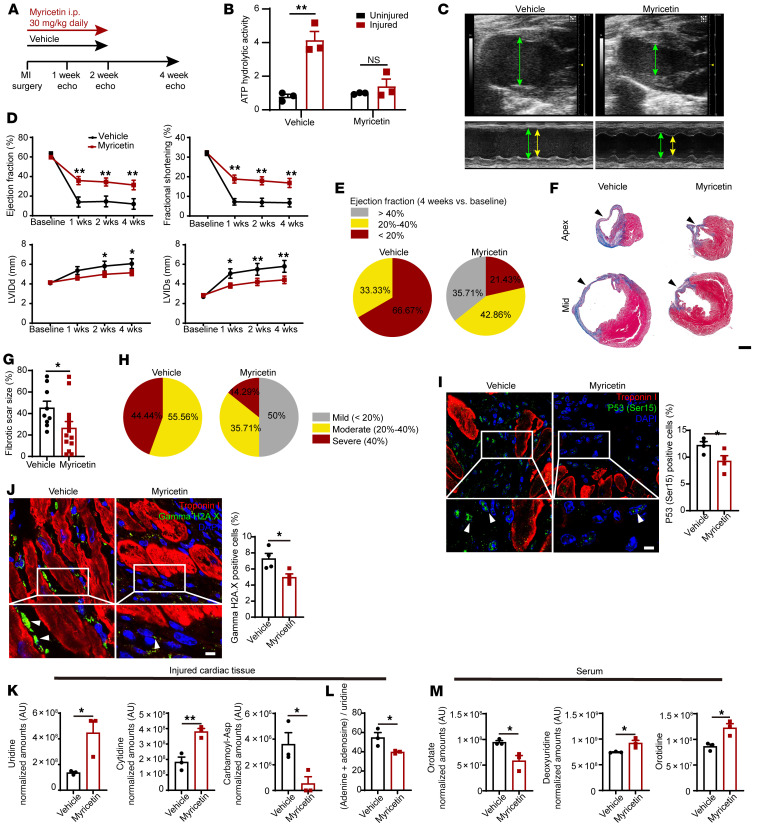
Animals treated with ENPP1 inhibitor myricetin demonstrate significant improvement in heart function after injury. (**A**) Strategy for using myricetin. (**B**) Extracellular ATP hydrolytic activity in injured and uninjured hearts of animals treated with myricetin (*n =* 3). (**C**) B and M mode echocardiogram demonstrating contractile function in diastole (green arrows) and systole (yellow arrows) in hearts of myricetin-treated animals. (**D**) EF, fractional shortening, and LV chamber size in systole and diastole in vehicle- or myricetin-treated animals. *n =* 12 (vehicle) and *n =* 15 (myricetin) at basal, 1 week, and 2 weeks; *n =* 9 (vehicle) and *n =* 14 (myricetin) at 3 weeks and 4 weeks. (**E**) Fractions of animals with mild, moderate, and severe reduction in EF at 4 weeks after injury. (**F**) Scar size as a fraction of LV surface area. Scale bar: 1 mm. (**G**) Quantitation of scar surface area. *n =* 9 (vehicle); *n =* 4 (myricetin). (**H**) Fractions of animals with mild, moderate, and severe fibrosis following myricetin administration. (**I** and **J**) Immunostaining demonstrating (**I**) p53 (Ser15 phosphorylation) expression (arrowhead) in nonmyocytes in the injured region of vehicle- versus myricetin–injected animals and under higher magnification (myocytes are stained by troponin) and quantification (*n =* 4). (**J**) pH2AX staining in nonmyocyte cells (arrowheads) in vehicle- or myricetin-injected animals at 7 days following injury, under higher magnification and quantitation (*n =* 4, counts normalized to number of nonmyocyte nuclei for **I** and **J**). Scale bars: 5 μm (high magnification). Low magnification, ×40. (**K**) Metabolomic analysis of the hearts of myricetin-injected animals. (**L**) Decreased adenine+adenosine/uridine ratios in myricetin-injected animals (*n =* 3). (**M**) Metabolomic analysis of serum demonstrating decreased orotate and increased deoxyuridine (day 3) and increased orotidine (day 7) in myricetin-injected versus vehicle-injected animals (*n =* 3). Data are represented as mean ± SEM. **P < 0.01; *P < 0.05, ordinary 2-way ANOVA with Šidák’s multiple comparisons test (**D**) or 2-tailed Student’s *t* test (**B**, **G**, and **I**–**M**).

**Table 1:**
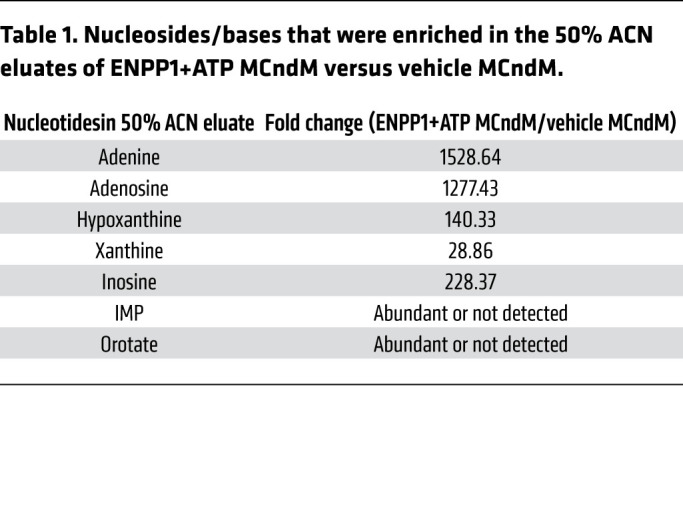
Nucleosides/bases that were enriched in the 50% ACN eluates of ENPP1+ATP MCndM versus vehicle MCndM.

How the deposited data were processed for this re-analysis (not part of the article)

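The paper's 3 experiments with RNA sequencing data in these files were analysed from the processed files. They are single-cell RNA sequencing of nonmyocytes from control and ENPP1CKO hearts at 7 days after injury (2 libraries), RNA sequencing of CFs treated with 5 media for 24 h or 48 h (20 libraries) and RNA sequencing of NRVMs treated with the same media for 24 h (15 libraries). For the single-cell libraries the authors deposited counts of unique molecules per gene and cell barcode, and for the CFs and NRVMs the authors deposited read counts per gene and library. All of these values are whole numbers and none had been normalized. The paper's text does not name the programs that made the counts. Every deposited sample column was used, so the number of columns not used is 0. Conditions were taken from the sample labels.

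Choices of comparisons, tests, gene lists and alternatives were made before the data were examined, apart from those named as later where they are reported. Counts of the CF and NRVM libraries were analysed in R 4.3.3 with edgeR 4.0.16, separately for each experiment. Genes with low counts were removed by edgeR's filterByExpr, library sizes were scaled by TMM factors, and a quasi-likelihood model with 1 mean per medium and time was fitted with robust estimation of dispersion over all libraries of the experiment. The p-values of each comparison were adjusted by the Benjamini-Hochberg method over all genes tested, and 0.05 was the threshold. The standard error of a log2 fold change was obtained from its test statistic. The biological coefficient of variation was 0.0590 in CFs and 0.0499 in NRVMs. DESeq2 1.42.0 was used as the alternative test. The 18 gene lists per comparison were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a correlation of 0.01 between genes, and the p-values were adjusted over the 18 lists. Camera with the correlation estimated from the data and fry served as alternatives, adjusted in the same way, an adjustment that was chosen after their values were seen. Fry asks a different question from camera, as it does not compare a list with the other genes. The principal components were those of centred log2 CPM of all genes tested.

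The lists were typed from general knowledge. They hold genes of the p53 pathway (68 genes), p53 targets (42), ECM (82), proapoptotic (40) and antiapoptotic (15) genes, inflammatory genes (64), interferon-stimulated genes (22), cell cycle genes of S phase (43) and of G2 and M phase (56), ATF4 targets (25), genes of pyrimidine synthesis and salvage (22) and of purine salvage and PRPP (19), genes of the stress of cell dissociation (23), cardiomyocyte genes used to follow free RNA (10), and markers of fibroblasts, endothelial cells, macrophages, smooth muscle or pericytes, and cardiomyocytes. The genes of Figures 6B, 6C, 6D and 7K were read from the figures and used for values and tallies of direction only. Of the p53 pathway list 21 genes are shown in Figure 7K, of the p53 targets 13, of the ECM list 16 in Figure 6B and of the inflammatory list 9 in Figure 6D, so these lists are in part the study's own choice of genes. The p53 pathway and p53 target lists share 19 genes.

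Single-cell counts were analysed in Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2 and igraph 0.11.9. Doublets were predicted by Scrublet in each library. Counts were scaled per cell and log-transformed, 2000 variable genes were chosen, and 15 neighbours on 30 principal components were used for Leiden clustering at a resolution of 0.5. A cluster took the name of the class with the most markers that were found in at least 10% of its cells and at least 2-fold above the median cluster, with at least 3 markers and a lead of 0.15 in the share of markers over the next class, and otherwise stayed unnamed. For genes and lists, the counts of a class were summed per library. A gene entered a list with at least 20 counts in the libraries together. Intervals of ratios are exact conditional binomial limits, and intervals of list medians come from 200 Poisson resamples. As there is 1 library per genotype, no p-value is given for these data.

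Median totals per library were 43133824 reads in CFs and 14937081 in NRVMs, and the single-cell libraries had 28039559 and 22746607 counts. With 2 libraries per group in CFs and 3 in NRVMs, the spread between replicates and not counting error sets the precision of fold changes. The smallest share of random groupings that 3 against 3 libraries can give is 0.1.

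Single genes are named by a rule. They are the genes the paper names for these data; in each figure list, the 3 largest and 3 smallest changes in the figure's direction and every gene against it; for ENPP1+ATP and AMP against vehicle, up to 5 rises and 5 falls past the threshold with a mean log2 CPM of at least 2 and no overlap between the groups; for each cell class, up to 3 highest and 3 lowest ratios among genes with at least 200 counts in the libraries together and 20 in each; for other lists, up to 3 genes by size of change; and genes used as checks of sex, haemoglobin and cardiomyocyte RNA. Some genes that meet this rule are not reported here and are left out of the counts of alternatives.

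The scripts were tested on simulated data. For the CF comparison of ENPP1+ATP with vehicle at 24 h, 200 genes were changed in the simulated counts and 16875 genes were tested. Of the changed genes 97.5% were called, and 6.70% of the calls were false. For the NRVM comparison, with 200 genes changed and 13060 tested, 96% of the changed genes were called and 4.95% of the calls were false. For pooled single-cell profiles, 95% of the changed genes had the true ratio inside the interval.

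The alternatives tried were size factors by RLE, DESeq2, no filter on low counts, only the libraries of the compared groups, a limit of 1 on the absolute log2 fold change, the replicate number as a block, each library left out in turn, and other scalings of the principal components for the CFs and NRVMs. For the single cells they were other limits on genes and mitochondrial counts, a Leiden resolution of 1.0, other choices of variable genes, means over cells, TMM factors between pooled profiles, cells thinned to 1000 or 2000 counts, and macrophage RNA subtracted from fibroblast-like cells. GO enrichment and module scores were not repeated, since the gene sets used are not in the paper's text. Data of other assays are not analysed here.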

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

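The tests of unequal depth for ATP MCndM in CFs and for ENPP1+ATP and ATP MCndM in NRVMs were chosen after the result was seen, as were the comparison of AMP with ENPP1+ATP MCndM between the times and the single genes compared between the times.

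In CFs the effect of ENPP1+ATP MCndM differed between 24 h and 48 h in 5365 genes (2701 with a larger and 2664 with a smaller log2 fold change at 48 h; edgeR's quasi-likelihood test, Benjamini-Hochberg), with 5242 by DESeq2 and 4344 to 5500 with each library left out. The difference of the log2 fold changes, 48 h minus 24 h, was 0.44 (adjusted p = 7.48e-04, and 2.17e-05 to 0.00903 over its alternatives) for Bax, 0.32 (adjusted p = 0.00663, and 2.65e-04 to 0.0652 over its alternatives) for Bak1, 0.70 (adjusted p = 7.02e-04, and 2.24e-05 to 0.00937 over its alternatives) for Bcl2 and -1.52 (adjusted p = 2.24e-06, and 6.89e-15 to 7.95e-05 over its alternatives) for Enpp1, by edgeR and with DESeq2 among the alternatives. For Bak1 the difference was not past the threshold without the ENPP1+ATP 24 h replicate 1 library (0.26) or the vehicle 48 h replicate 1 library (0.24). Unequal depth is unlikely to be the cause, as 5072 genes differed with every library thinned to 32184799 counts. Each time has its own vehicle libraries, so a shift common to all media at one time cancels. The labels give no batches, and a batch that touches only some media at one time remains open.

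AMP and ENPP1+ATP MCndM differed in more genes at 24 h (1118) than at 48 h (29), and for 507 genes the difference between the media itself changed with time (162 higher, 345 lower; 698 by DESeq2). This number depended on single libraries: it was 190 without the ENPP1+ATP 24 h replicate 1 library, 294 without its replicate 2, 258 without the AMP 48 h replicate 1 library and 814 without the AMP 24 h replicate 2 library. The smaller number at 48 h does not mean that the media were closer then: the median distance between their libraries was 85.7 at 24 h and 94.1 at 48 h, and the correlation of their log2 fold changes 0.846 and 0.818. The ENPP1+ATP replicates were further apart at 48 h (104.95) than at 24 h (69.7), but the AMP replicates were closer at 48 h (80.2) than at 24 h (90.7). The number at 48 h was 92 or 102 without 1 of the ENPP1+ATP 48 h libraries and 1 or 7 without 1 of the AMP 48 h libraries, so whether the spread between replicates is part of the cause remains open. Deeper libraries at 24 h are unlikely to be the whole cause, since 1026 genes differed at 24 h and 21 at 48 h at equal depth. A slower supply of AMP in ENPP1+ATP MCndM than in AMP MCndM is a possible explanation that was not tested, and the 1026 genes at equal depth do not speak for or against it.

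ATP MCndM without added ENPP1 changed 1983 genes in CFs at 24 h (853 higher, 1130 lower; 2242 by DESeq2) and 1400 at 48 h (956 higher, 444 lower; 1559 by DESeq2), where ENPP1 MCndM changed 0. The direction of the majority at 24 h depends on the scaling, with 43.0% of the calls higher under TMM and 51.1% under RLE factors. Without the vehicle 24 h replicate 1 library the 24 h count was 939, without the ATP 24 h replicate 1 library 1076, without its replicate 2 1221, and without the vehicle 24 h replicate 2 library 1228. The 48 h count was 631 without the vehicle 48 h replicate 1, 705 without the ATP 48 h replicate 1 and 877 without the vehicle 48 h replicate 2 library. At equal depth 1798 and 1358 genes were called, which makes unequal depth an unlikely cause. The correlation of the log2 fold changes of ATP and ENPP1+ATP MCndM was 0.505 at 24 h and 0.532 at 48 h. Simulations with shared vehicle libraries and no effect of either medium gave 0.462 and 0.482. In the data ENPP1+ATP MCndM changed 8787 and 8076 genes. The simulations therefore cannot tell how much of the correlation comes from the shared libraries. Among 1668 genes called in both at 24 h, 1522 changed in the same direction, and at 48 h 1113 of 1197, where the simulations gave 0.1 and 0 genes called in both. ATP may act through ENPP1 that the cells make themselves, or through its own receptors; the value of 1798 genes at equal depth does not choose between these hypotheses.

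In NRVMs, ENPP1+ATP MCndM changed 7538 genes and ATP MCndM 8067 (4064 higher, 4003 lower; 7434 by DESeq2), while ENPP1 MCndM changed 0. At equal depth the numbers were 7420 and 7941, so unequal depth is an unlikely cause. Of the 10 ways to split 6 libraries into 3 and 3, the number of splits with as many genes as the real one was 1 for ENPP1+ATP, 1 for AMP and 1 for ATP against vehicle, 1 for AMP against ENPP1+ATP (1300 genes) and 10 for ENPP1 against vehicle. No other split gave more than 1 gene, and for ENPP1 the test sets 0 against 0. With 10 splits the share cannot fall under 0.1, so this test alone does not exclude chance. Of the genes tested in the comparison of ENPP1+ATP with vehicle, 62.3% had all treated libraries on one side of all vehicle libraries, where chance gives 10%. The log2 fold changes of ATP and ENPP1+ATP MCndM had a correlation of 0.877 (0.512 in simulations with no effect), and those of AMP and ENPP1+ATP MCndM one of 0.913 (0.506). The paper's text gives for these libraries only the p53 genes of Supplemental Figure 3C.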

How the results depend on the processing

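The settings for AMP minus ENPP1+ATP MCndM between the times, the clustering without the genes of the ECM, proapoptotic, inflammatory and cell cycle lists, the medians without the cluster led by cell cycle genes and the subtraction of macrophage RNA are tests chosen after the result was seen, as is the adjustment over the lists of fry and of camera with the correlation estimated. Over 98 results, 1018 alternatives were run: 891 left the result the same, 93 moved a value by more than its set margin, 19 took a call below the threshold, 5 brought one past it and 10 reversed a direction. A value with no test counts as reversed only where its interval leaves out 0, so the 3 settings that took the cell cycle list in fibroblast-like cells below 0 are among those moved. Where a value moved, the cause was not tested, apart from the cell cycle list in fibroblast-like cells, where these 3 settings gave medians of 0.071 to 0.078 once the cluster led by cell cycle genes was left out.

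A limit of 1 on the absolute log2 fold change lowered the counts of genes. In CFs at 24 h it gave 1959 for ENPP1+ATP, 2482 for AMP and 173 for ATP against vehicle, 109 for AMP against ENPP1+ATP and 900 for the interaction. At 48 h it gave 1936, 1794, 170, 9 and 925. For the ENPP1+ATP effect at 48 h minus 24 h it gave 1002, and for AMP minus ENPP1+ATP between the times 81. In NRVMs it gave 1292 for ENPP1+ATP, 1305 for AMP and 1591 for ATP against vehicle, and 65 for AMP against ENPP1+ATP.

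Without the filter on low counts, ENPP1 against vehicle gave 26 genes at 24 h and 180 at 48 h in CFs and 14 in NRVMs, AMP against ENPP1+ATP at 48 h gave 322 and its difference between the times 884. With only the libraries of the compared groups, ENPP1 against vehicle gave 1 gene at 24 h and 1 at 48 h in CFs and 5 in NRVMs, AMP against ENPP1+ATP gave 383 at 24 h and 2 at 48 h, and ATP against vehicle at 48 h gave 2608. DESeq2 called 125 genes for AMP against ENPP1+ATP at 48 h and 1 for ENPP1 against vehicle in NRVMs.

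With the replicate number as a replicate block, AMP against ENPP1+ATP at 48 h gave 47 genes in place of 29, and the counts of the other comparisons moved by less than their set margin. The numbers do not pair libraries: residuals of libraries with the same number had a mean correlation of 0.0172 in CFs, with 6 of 90 pairs above 0.1, and of 0.000655 in NRVMs, with 1 of 30.

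With each library left out in turn, the number of genes in CFs was 939 to 1228 for ATP at 24 h, 631 to 942 for ATP at 48 h, 0 to 131 for ENPP1 at 48 h, 252 to 1187 and 1 to 102 for AMP against ENPP1+ATP at 24 h and 48 h, and 190 to 814 for its difference between the times.

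The share of variance on PC1 was 68.8% with the 500 most variable genes, 35.7% with unit variance, 33.6% with a prior count of 0.5 and 37.6 to 40.0% with each library left out. The separation of the media, the smaller of the 24 h and 48 h values, was 2.45 with 500 genes and 1.55 to 1.87 with each library left out.

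For the p53 pathway list in CFs, camera with the correlation estimated gave an adjusted p above the threshold: 0.373 at a median of 0.35 for ENPP1+ATP, 0.328 at 0.23 for AMP and 0.290 at 0.12 for ATP at 24 h, and 0.214 at 0.29 for ENPP1+ATP, 0.246 at 0.26 for AMP and 0.0736 at 0.15 for ATP at 48 h. The last is short of the threshold only when adjusted over the lists. In NRVMs the p53 target list reversed the median of the pathway list for ENPP1+ATP, from -0.019 to 0.42, and for AMP gave 0.55 against 0.073. With limma's fry, the pathway list was past the threshold in NRVMs at the same medians, -0.019 for ENPP1+ATP (adjusted p = 7.41e-05) and 0.073 for AMP (adjusted p = 3.28e-07). Fry does not compare a list with the other genes. As 7538 of 13461 genes were called for ENPP1+ATP and 7703 for AMP, these values do not show that the list stands out.

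Directions of single genes reversed only where the change was not past the threshold. With ENPP1+ATP at 24 h in CFs, Bak1 ran over -0.11 to 0.0046 with each library left out, above 0 without the ENPP1+ATP replicate 1 library. With AMP at 24 h, Bak1 was at -0.0077 without the filter and -0.038 to 0.11 with each library left out. Bcl2 ran over -0.33 to 0.013 with ENPP1+ATP at 48 h in CFs, -0.087 to 0.029 with ENPP1+ATP in NRVMs and -0.056 to 0.087 with AMP in NRVMs, with each library left out.

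In the single-cell libraries, at least 500 genes and at most 10% mitochondrial counts gave a difference in endothelial-like share of 7.86 percentage points. The difference in macrophage-like share was -20.7 with no mitochondrial limit, -20.4 with no gene left out of the clustering and -20.6 with the genes of the lists also left out, against -18.7. In these settings 1 or 2 macrophage-like clusters had more markers of another class among their 10 leading genes. The cell cycle list in fibroblast-like cells went to -0.29 at a resolution of 1.0, -0.28 with no gene left out, -0.029 with the genes of the lists also left out and 0.18 at 2000 counts per cell, against 0.078. With means over cells, the ECM list was at -0.061 and the inflammatory list in macrophage-like cells at -0.37; TMM factors gave -0.15 for the latter. With macrophage RNA subtracted, the inflammatory list in fibroblast-like cells was at -0.26.

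At 1000 counts per cell, fibroblast-like cells had log2 ratios of -2.49 for Enpp1, -2.14 for Acta2, -0.53 for Cnn2 and -0.97 for Tagln, and medians of -0.092 for the ECM, 7.76e-04 for the proapoptotic and -0.28 for the inflammatory list. The inflammatory list in macrophage-like cells was at -0.36 and the cell cycle list in endothelial-like cells at 0.53. At 2000 counts the fibroblast-like values were -1.95 for Enpp1, -2.01 for Acta2, -0.96 for Tagln, -0.12 for the ECM and -0.35 for the inflammatory list, and the macrophage-like inflammatory value -0.20.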

Differences from the paper's values

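Of the tests named in this part, 1 setting of the clustering, without the genes of the ECM, proapoptotic, inflammatory and cell cycle lists, the check of the fibroblast markers in CFs and the test without the cluster led by cell cycle genes were chosen after the result was seen. The shares of endothelial cells, fibroblasts and macrophages in Figure 5C are matched within the set margins in the main analysis and in the 6 other settings compared with the paper: at least 500 genes and 10% mitochondrial counts, no mitochondrial limit, doublets kept, a Leiden resolution of 1.0, and the 2 other choices of variable genes. The margins were wide, and the paper's shares were read by eye from the figure. Control macrophage-like cells, at 46.3% [45.0%, 47.7%] against 49% in the paper, counted as matched. Among cells with at least 2000 counts the endothelial-like shares were 5.31% and 2.97%, so the match for these cells depends on the limit on counts.

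The paper states that myocytes did not show changes in p53-driven apoptosis genes. In NRVMs with ENPP1+ATP MCndM, the p53 pathway list had a median log2 fold change of -0.019 with 29 of 61 genes higher, while the p53 target list had a median of 0.42 with 28 of 37 higher. The target list is not limited to apoptosis genes: of its 42 genes, 19 are in the pathway list and 7 in the proapoptotic list. The target list was past the threshold by camera at the preset correlation and by fry, and short of it with the correlation estimated (adjusted p = 0.0524). Bax, Bak1 and the target Gtse1 were called higher, and Pmaip1 (-0.80) lower, by edgeR's quasi-likelihood test. The proapoptotic list was at 0.083 (adjusted p = 0.634 by camera and 0.0312, past the threshold, by limma's fry), with 13 genes called higher and 7 lower. The rises in NRVMs are smaller than in CFs, with target medians of 1.10 in CFs at 24 h and 0.42 in NRVMs. The difference between cell types was not tested, as they are separate experiments. In NRVMs the target median was higher in ATP MCndM without added ENPP1 than in ENPP1+ATP MCndM, so the rise is not particular to the latter. A larger share of nonmyocyte RNA in the treated cultures remains open. The fibroblast markers fell against the cardiomyocyte markers by 1.43 on the log2 scale, but they also fell in CFs (-1.02 at 24 h), so their fall does not measure the share of fibroblasts. The endothelial markers had a median of 0.34 (7 of 10 higher, adjusted p = 0.836 by camera) and the macrophage markers one of 0.30 (5 of 6 higher, adjusted p = 0.569 by camera and 0.00437, past the threshold, by limma's fry).

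The paper states that Bax, Bak and Bcl2 are among the p53-regulated genes with significant differential expression in CFs. Bax was past the threshold at both times, Bak1 only at 48 h and Bcl2 only at 24 h in the main analysis. At 24 h Bax rose, Bak1 was at -0.062 and Bcl2 fell by 0.85; at 48 h Bax and Bak1 rose and Bcl2 was at -0.16. The paper's text does not give the time point of Figure 7K.

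The paper states that ECM organization genes went down in ENPP1CKO fibroblasts. The genes of Figure 6B were all lower, but the fixed ECM list had a median of -0.0089 with 43 of 82 lower; 16 of the list are shown in Figure 6B. Thinning to 2000 counts per cell gave -0.12.

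The paper states that the cell cycle module score was higher in ENPP1CKO fibroblasts. The median of the fixed list was 0.078 and its mean -0.029, and 3 settings gave a median below 0, among them the 1 chosen later (-0.029). The paper's genes and cells may differ from those used here. The value of -0.29 came at a Leiden resolution of 1.0. That setting counts 50 ENPP1CKO and 71 control cells of the cluster led by cell cycle genes as fibroblast-like. The value became 0.071 when that cluster was left out. Leaving it out removes cycling cells, so 0.071 does not tell whether more fibroblasts were cycling. In that setting the class held 3588 ENPP1CKO and 1800 control cells, so the cluster was a smaller share of it in the ENPP1CKO library.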

Other observations

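The tests of free RNA for haemoglobin, in all fibroblast-like cells and in those without the leading cells, the comparison of shallow endothelial-like cells with shallow cells of other classes, the subtraction of macrophage RNA and the use of ENPP1 MCndM as a spread in the test of gene length were chosen after the result was seen.

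One macrophage-like cluster, led by Arg1 and Ccl24, held 810 control cells and 55 ENPP1CKO cells. Without it the median log2 ratio of the Figure 6D genes went from -0.68 to -0.41. Of the 45 genes, 43 were still lower without it, which argues against the cluster as the sole cause of their fall in these 2 libraries. The study chose these genes from the same libraries, so the size of the remaining fall is not independent evidence. The median of the inflammatory list went from -0.26 to -0.030, so for that list the cluster may carry most of the difference. Whether the cluster stands for a macrophage state or for 1 heart cannot be separated with 1 library per genotype.

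The larger share of endothelial-like cells in the ENPP1CKO library is partly a matter of shallow cells: the difference was 9.18 percentage points over all cells and 2.34 among cells with at least 2000 counts, which is consistent with shallow droplets adding to the share in 1 library. The class was named from endothelial markers, so its own marker level says little, but free RNA alone is unlikely to explain the shallow cells: endothelial marker counts were 30824 CPM in ENPP1CKO endothelial-like cells under 2000 counts, against 307 CPM in macrophage-like and 187 CPM in fibroblast-like cells under 2000 counts, 100.5 times the higher of these. A smaller number of macrophage-like cells is an unlikely cause on its own, as the difference among cells outside that class was 10.9 percentage points.

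Inflammatory genes were lower in fibroblast-like cells of the ENPP1CKO library, where droplets held less macrophage RNA than in the control library (0.877% and 1.58% of the macrophage-like level of C1qa, C1qb and C1qc). Macrophage RNA is unlikely to be the sole cause, as the median of the inflammatory list was -0.26 with it subtracted, but it may carry part of the main value of -0.55. RNA of other cells was not tested.

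Haemoglobin genes were the highest ratios in fibroblast-like cells: Hbb-bs at 5.47 and Hba-a2 at 4.75, followed by Gpt2 at 4.68. Of 5765 haemoglobin counts in ENPP1CKO fibroblast-like cells, 5124 came from 1 cell, and the 1% of cells with most of them held 95.5%. The ratio to macrophage-like cells of that library was 16.6 over all cells, which makes free RNA unlikely for the whole, and 1.26 without the 2 cells above 50 counts, which is consistent with free RNA in the rest. The control library had 103 counts in fibroblast-like cells.

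Enpp1 in CFs rose with ENPP1+ATP MCndM at 24 h. RNA carried over from myocytes is an unlikely source: at the ratio seen in NRVMs, the rise would need 9077 CPM of 9 cardiomyocyte genes, and the treated CF library with most of them had 322.8 CPM, or 3.56% of that, with means of 317.9 CPM in treated and 316.3 CPM in vehicle libraries.

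A shortage of nucleotides could slow long genes most. The longest and the shortest 20% of genes were compared, adjusted for transcript length, GC content and expression. With ENPP1+ATP MCndM at 24 h, longest minus shortest was 0.089 in log2 fold change, with long genes higher. It was 0.039 and 0.0051 between vehicle replicates at 24 h and 48 h, and 0.0053 and 0.065 with ENPP1 MCndM, which changed 0 genes. This explanation is thus unlikely for ENPP1+ATP MCndM at 24 h. With ENPP1+ATP MCndM at 48 h the difference was -0.048, with long genes lower as the explanation needs. That is within the spread of the vehicle and ENPP1 values and cannot be told apart from no effect of length. The same holds for AMP MCndM, at 0.036 at 24 h and -0.037 at 48 h. Gene lengths covered 96.3% of the genes.

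A shortage of pyrimidines could lower the cell cycle genes, but in CFs with ENPP1+ATP MCndM they rose, with medians of 0.64 and 0.16 (adjusted p = 1.88e-24 and 3.05e-06) by camera, and with the correlation estimated the adjusted p was 0.0549 and 0.214. It could raise the ATF4 targets, but these fell, with medians of -0.38 and -0.88 (adjusted p = 0.0153 and 3.32e-06), and adjusted p of 0.598 and 0.214 with the correlation estimated. At the preset correlation both lists thus moved against these expectations, and with the correlation estimated neither was past the threshold. Levels of listed genes do not measure pyrimidines, so neither list speaks against a shortage. The paper reports lower CMP, CTP, UMP and UTP in CFs with this medium. Pyrimidine synthesis and salvage genes had medians of 0.034 and -0.074 (adjusted p = 0.547 and 0.646), which cannot be told apart from no change. Purine salvage and PRPP genes had medians of 0.095 and 0.30 (adjusted p = 0.734 and 0.0441); at 24 h they cannot be told apart from no change (mean -0.011), and at 48 h the rise may be real, although the adjusted p was 0.214 with the correlation estimated. Interferon-stimulated genes fell, with medians of -0.43 and -0.57 (adjusted p = 0.0103 and 8.70e-06), a possible explanation of which is less innate signalling; with the correlation estimated the adjusted p was 0.598 and 0.358, and with ATP alone the medians were 0.17 and 0.18.

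Other lists in CFs with ENPP1+ATP MCndM, by camera at 24 h and 48 h, had medians of -0.70 and -0.46 (adjusted p = 4.85e-12 and 6.47e-06) for ECM, 0.14 and 0.086 (adjusted p = 0.179 and 0.250) for proapoptotic, 0.010 and 0.11 (adjusted p = 0.786 and 0.289) for antiapoptotic, -0.19 and 0.077 (adjusted p = 0.213 and 0.854) for inflammatory, 0.42 and 0.34 (adjusted p = 5.43e-05 and 0.00259) for dissociation stress and -0.32 and 0.029 (adjusted p = 0.217 and 0.953) for cardiomyocyte genes. Markers of fibroblasts were at -1.02 and -0.89, of endothelial cells at 0.40 and 0.19, of macrophages at -0.036 and 0.18, of smooth muscle or pericytes at 0.70 and 0.81 and of cardiomyocytes at -0.41 and -0.034. Col1a2 was at -1.22, Acta2 at -1.31, Cnn2 at -0.22 and Tagln at 0.73 at 24 h. The paper reports no ECM or Acta2 values for these libraries.

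In NRVMs with ENPP1+ATP MCndM the medians were -0.87 for ECM, -0.67 for ATF4 targets, 0.58 for interferon-stimulated genes, 0.015 for the cell cycle and 0.18 for inflammatory genes, with adjusted p of 8.92e-19, 3.73e-11, 0.0843, 0.634 and 0.187 by camera. Of the 9 fibroblast markers 6 were lower, with a median of -1.40 and a mean of -0.90, so the cultures may hold fewer living fibroblasts after treatment, though 3 markers did not fall; the value of -1.43 relative to the cardiomyocyte markers, with treated libraries at -1.53 to -1.33 and vehicle libraries at -0.084 to 0.078, is consistent with this. As these markers fell in CFs too, a fall within the cells is another possible explanation. The endothelial and macrophage markers did not fall, with medians of 0.34 and 0.30, so a loss of nonmyocytes of every type is not shown.

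In fibroblast-like cells of the single-cell libraries, ATF4 targets had a median of -0.16 [-0.22, -0.090] (percentile 0.670), pyrimidine genes -0.15 [-0.32, -0.070] (percentile 1.56), purine genes -0.050 [-0.11, 0.053] (percentile 21.9) and dissociation stress genes -0.12 [-0.14, -0.078] (percentile 1.40), with 0.31 for the last in endothelial-like and 0.29 in macrophage-like cells. A difference in the handling of the 2 samples thus remains open.

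The paper follows with metabolite, cell death and rescue experiments whose data are not analysed here.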
